# Functional characterization of the *Mycobacterium abscessus* genome coupled with condition specific transcriptomics reveals conserved molecular strategies for host adaptation and persistence

**DOI:** 10.1186/s12864-016-2868-y

**Published:** 2016-08-05

**Authors:** Aleksandra A. Miranda-CasoLuengo, Patrick M. Staunton, Adam M. Dinan, Amanda J. Lohan, Brendan J. Loftus

**Keywords:** Integrated map, *Mycobacterium abscessus*, WhiB7, Antibiotic, Cystic fibrosis

## Abstract

**Background:**

*Mycobacterium abscessus subsp. abscessus* (MAB) is a highly drug resistant mycobacterium and the most common respiratory pathogen among the rapidly growing non-tuberculous mycobacteria. MAB is also one of the most deadly of the emerging cystic fibrosis (CF) pathogens requiring prolonged treatment with multiple antibiotics. In addition to its “mycobacterial” virulence genes, the genome of MAB harbours a large accessory genome, presumably acquired via lateral gene transfer including homologs shared with the CF pathogens *Pseudomonas aeruginosa* and *Burkholderia cepacia*. While multiple genome sequences are available there is little functional genomics data available for this important pathogen.

**Results:**

We report here the first multi-omics approach to characterize the primary transcriptome, coding potential and potential regulatory regions of the MAB genome utilizing differential RNA sequencing (dRNA-seq), RNA-seq, Ribosome profiling and LC-MS proteomics. In addition we attempt to address the genomes contribution to the molecular systems that underlie MAB’s adaptation and persistence in the human host through an examination of MABs transcriptional response to a number of clinically relevant conditions. These include hypoxia, exposure to sub-inhibitory concentrations of antibiotics and growth in an artificial sputum designed to mimic the conditions within the cystic fibrosis lung.

**Conclusions:**

Our integrated map provides the first comprehensive view of the primary transcriptome of MAB and evidence for the translation of over one hundred new short open reading frames (sORFs). Our map will act as a resource for ongoing functional genomics characterization of MAB and our transcriptome data from clinically relevant stresses informs our understanding of MAB’s adaptation to life in the CF lung. MAB’s adaptation to growth in artificial CF sputum highlights shared metabolic strategies with other CF pathogens including *P. aeruginosa* and mirrors the transcriptional responses that lead to persistence in mycobacteria. These strategies include an increased reliance on amino acid metabolism, and fatty acid catabolism and highlights the relevance of the glyoxylate shunt to growth in the CF lung. Our data suggests that, similar to what is seen in chronically persisting *P. aeruginosa*, progression towards a biofilm mode of growth would play a more prominent role in a longer-term MAB infection. Finally, MAB’s transcriptional response to antibiotics highlights the role of antibiotic modifications enzymes, active transport and the evolutionarily conserved WhiB7 driven antibiotic resistance regulon.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2868-y) contains supplementary material, which is available to authorized users.

## Background

The incidence of disease caused by *Mycobacterium abscessus* (MAB) is increasing and it is emerging as an important cystic fibrosis (CF) pathogen with a high innate antibiotic resistance rendering it refractory to most antimicrobial therapies [1]. Comparison of the genomes of multiple MAB strains have highlighted the presence of a large number of accessory genes likely acquired through horizontal gene transfer [2]. Little is known about the regulatory architecture of the genome however and functional genomic resources are scarce. We begin to address this deficit through the generation of a multi-omics map of MAB and the generation of a number of transcriptional datasets in response to important clinically relevant stresses.

## Results & discussion

### An integrated approach combining RNA-seq/Ribo-seq and Proteomics identifies the coding potential of MAB

We utilized differential RNA sequencing to determine the primary transcriptome of MAB in logarithmic phase of growth identifying a total of 7,218 transcription start sites (TSS). Analysis of mapped TSS in combination with RNA-seq data facilitated the identification of promoters and regulatory RNA elements within 5′ untranslated regions (5′ UTRs) of annotated genes (Additional file 1: Dataset S1 & Additional file 2: Dataset S2). To identify translated open reading frames (ORFs) we utilized high throughput sequencing of ribosomally protected fragments (Ribo-seq) and LC-MS-based proteomics of trypsin-digested peptides obtained from whole cell lysates. 

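The deposited files cover the RNA-seq and Ribo-seq parts of the map, with 2 libraries of each assay from wild type *M. abscessus* in logarithmic phase (Middlebrook 7H9, 37 °C, OD600 of 0.8). In Ribo-seq, translation was arrested with chloramphenicol, the lysate was digested with nucleases, and the fragments that ribosomes had protected were sequenced as 50 bp reads. In RNA-seq, total RNA depleted of rRNA was sequenced as 150 bp reads. An RNA-seq value therefore measures how abundant a transcript is, and a Ribo-seq value measures how much of it was recovered as protected fragments. The paper describes 3 cultures for each set of experiments, and whether the 2 libraries of an assay are biological or technical replicates is not settled by its text. Errors are therefore given as the SD between 2 libraries. The primary transcriptome reads and the mass spectrometry data were not analysed here.

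For each library the authors deposited the number of reads counted on each of 4970 annotated features (4920 CDS, 47 tRNAs and 3 rRNAs), the RPKM (reads on the feature divided by its length in kilobases and by the library total) of each feature, and the depth of coverage at each position of both strands of the chromosome. The RPKM denominators were 20572401 and 10597011 reads in the Ribo-seq libraries 1 and 2, and 5215637 and 2112270 reads in the RNA-seq libraries 1 and 2. They include rRNA reads, which made up 81.8 % (Wilson 95 % confidence interval 81.8 to 81.8) and 80.2 % (80.2 to 80.2) of the Ribo-seq libraries. In the RNA-seq libraries the rRNA share was 74.2 % (74.1 to 74.2) and 51.3 % (51.2 to 51.4). Reads on CDS numbered 2753721 and 1583434 in Ribo-seq and 936860 and 738193 in RNA-seq. The median CDS had 72 and 42 Ribo-seq reads and 61 and 48 RNA-seq reads. An RPKM of 0.146, 0.283, 0.575 and 1.42 corresponds to 3 reads on a feature of 1000 nt in the 4 libraries in the same order, and 3 reads is the floor given here where a feature has no reads. The reads carry no molecular identifiers, so intervals and these floors cover counting error only.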

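Following the criterion of Additional file 4, a CDS was counted as identified in an assay when its RPKM, averaged over the 2 libraries of that assay, was at least 5. RNA-seq identified 3992 of the 4920 annotated CDS (81.1 %) and Ribo-seq 2376 (48.3 %). Both assays identified 2308 CDS (46.9 %), and at least one of them 4060 (82.5 %). Taken one by one, the Ribo-seq libraries 1 and 2 had 2295 and 2430 CDS at RPKM 5 or more, and the RNA-seq libraries, with rRNA shares of 74.2 and 51.3 %, had 3672 and 4164. Peptides per CDS, which are the paper's own values, were at hand for the 1999 CDS in the available part of Dataset S2. Among these, RNA-seq identified 1650 CDS, Ribo-seq 961 and at least 1 peptide 1072. At least one technique identified 1705 of them (85.3 %), all the techniques 725 (36.3 %), and peptides alone 25. In number of CDS, lowering the threshold to RPKM 1 moved the count for both assays most, to 3800, with 3815 in Ribo-seq. This threshold also raised the share of the 1999 CDS identified by all the techniques to 50.3 % and left 3 with peptides alone. The paper gives its own shares for the whole annotation, from RPKM values that match reads pooled over both libraries (for 99.8 % of the 1999 CDS in RNA-seq and 100.0 % in Ribo-seq) and not the mean used here.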

We could identify 4,106 (83 %) of the predicted coding sequences (CDS) using at least one technique while 1,774 (36 %) were present in all of the combined techniques (Fig. 1 & Additional file 2: Dataset S2).

**Fig. 1:**
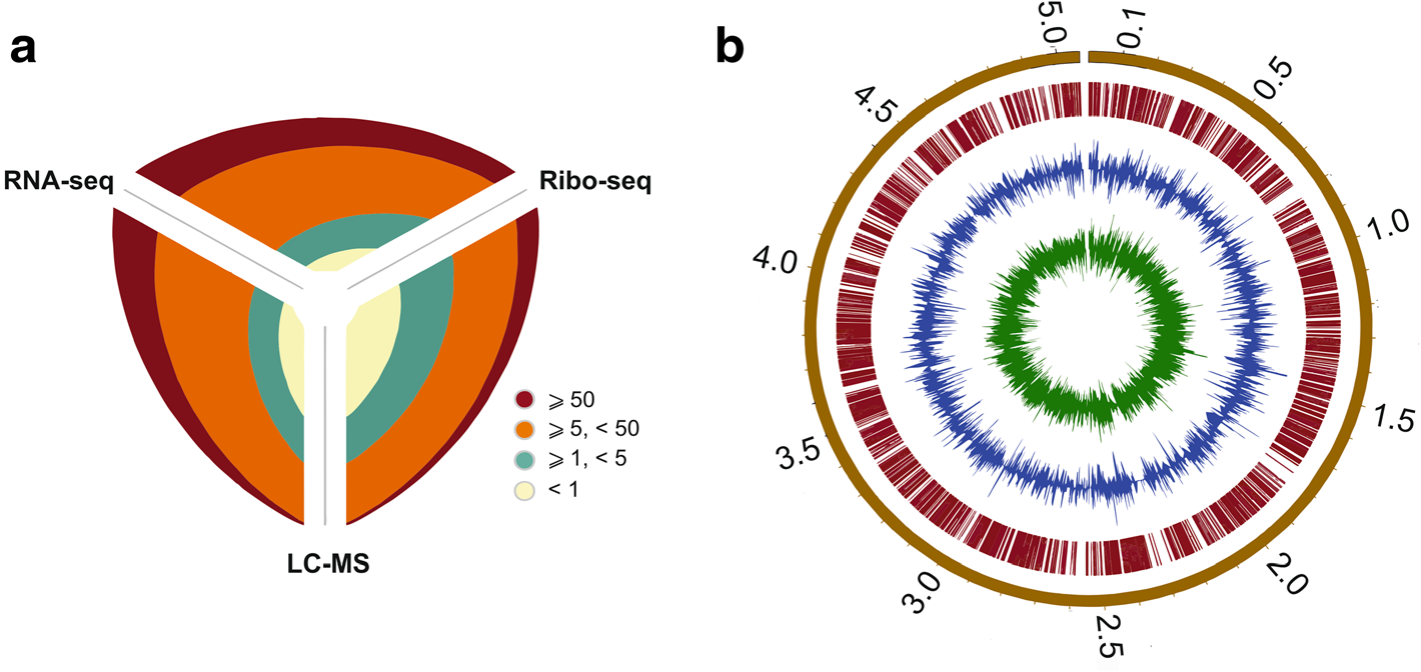
An integrated approach combining RNA-seq/Ribo-seq and Proteomics identifies the coding potential of *M. abscessus*. **a** The breakdown of identified CDSs in MAB using the integrated data map represented as a hive plot. In the inset, expression values are given in color-coded RPKM or peptide counts. **b** Circos image of normalized whole-genome depth of coverage of RNA-seq (green), Ribo-seq (blue) and mass spectrometry (red) data. To aid visualisation, RNA-seq and Ribo-seq expression values are given on logarithmic scale (RPKM values < 1 are assigned a value of 0)

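The plotted depth of coverage rests on libraries of unequal coverage. At least one read covered 26.9 and 23.4 % of the strand positions in the Ribo-seq libraries 1 and 2, and 58.0 and 53.6 % in the RNA-seq libraries. The mean depth over both strands was 67.8 and 37.1 in Ribo-seq and 48.9 and 20.2 in RNA-seq. Each counted CDS read carried 29.2 and 30.6 bases of depth in Ribo-seq and 88.8 and 90.2 in RNA-seq. Of the depth over CDS, 1.44 and 1.52 % in Ribo-seq and 5.17 and 4.82 % in RNA-seq lay on the antisense strand.

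The RPKM values of the 4920 CDS, as log2(RPKM + 1), correlated between the 2 Ribo-seq libraries with a Pearson coefficient of 0.990 (Spearman 0.983) and between the 2 RNA-seq libraries with 0.978 (Spearman 0.982). Between a Ribo-seq and an RNA-seq library the Pearson coefficient lay between 0.740 and 0.747. Among the 2124 CDS with an RPKM of at least 5 in all 4 libraries it lay between 0.636 and 0.647. Between replicates it was 0.989 in Ribo-seq and 0.984 in RNA-seq for these CDS. These coefficients are taken across genes, which are not independent replicates. The libraries of an assay differed by more than counting error, with a chi-squared of 9.5 per degree of freedom over 3924 CDS in Ribo-seq and 2.98 over 4144 CDS in RNA-seq.

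The read counts of the assays were compared with edgeR's quasi-likelihood test, with each library scaled so that the median CDS has the same value in all 4. Of 4669 features tested, 3534 had a Benjamini-Hochberg adjusted p-value under 0.05, with 1692 higher and 1842 lower in Ribo-seq than in RNA-seq relative to the typical CDS. Without that scaling, 148 were higher and 2773 lower, as the median CDS had a deposited RPKM of 4.19 and 4.85 in Ribo-seq against 15.0 and 29.2 in RNA-seq. With the replicate number as a block, 1676 were higher and 1812 lower. The cultures for the map were divided between the assays according to Additional file 4, so same-numbered libraries may share a culture, but whether the numbering follows the culture is not stated. The deviations of same-numbered Ribo-seq and RNA-seq libraries from their assay means had a correlation of 0.024. Each assay was prepared and sequenced by its own protocol, so a difference between assays cannot be told apart from a difference between protocols. The edgeR p-values rest on the spread between the 2 libraries of an assay. If these are technical replicates, the p-values do not measure variation between cultures.

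The 3 CDS with the largest positive difference were MAB_0183c (positions 185913 to 186887, minus strand, a putative cation transporter), MAB_3508c (*whiB7*, 3550905 to 3551189, minus strand) and MAB_3593 (*mgtC*, 3643652 to 3644374, plus strand). MAB_0183c had a log2 difference of 9.65 (standard error 0.25, adjusted p = 1.0e-14 from edgeR), with 22795 and 16792 Ribo-seq reads against 20 and 20 RNA-seq reads. MAB_3508c had a log2 difference of 9.59 (standard error 0.35, adjusted p = 2.4e-13 from edgeR), with 203388 and 79055 Ribo-seq reads against 156 and 119 RNA-seq reads. MAB_3593 had a log2 difference of 8.37 (standard error 0.22, adjusted p = 1.5e-14 from edgeR). Their Ribo-seq depth was concentrated in a short window, since the first 60 nt held 97.9 and 98.2 % of it in MAB_0183c and 97.0 and 93.9 % in MAB_3508c, and one window of 60 nt held 94.1 and 94.6 % in MAB_3593.

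The 3 CDS with the largest negative difference had no Ribo-seq reads, so the size of their log2 difference and its standard error depend on the prior count. They were MAB_1696 (1722426 to 1723493, plus strand, a putative Mce family protein), MAB_1694 (1720101 to 1720919, plus strand, a putative YrbE family protein) and MAB_0150c (146712 to 147062, minus strand, a conserved hypothetical protein). Their log2 differences in edgeR were -10.22 (standard error 1.13, adjusted p = 4.6e-07), -9.70 (standard error 1.15, adjusted p = 1.0e-06) and -9.68 (standard error 0.64, adjusted p = 7.7e-10). On log2(RPKM + 1) they were -3.12, -2.99 and -4.54. MAB_1696 had 232 and 43 RNA-seq reads and MAB_1694 had 161 and 30, and both lie in a stretch of CDS where the RNA-seq libraries differ from each other. In the Ribo-seq libraries, 3 reads would give an RPKM of 0.137 and 0.265 on MAB_1696, 0.178 and 0.346 on MAB_1694, and 0.415 and 0.807 on MAB_0150c.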

### Integrated profiling indicates the potential for protein isoforms of MAB MviN

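MAB_4937 spans positions 5047795 to 5051229 of the plus strand (3435 nt). Dataset S1 lists 2 internal TSS in it, at position 5048391 (17.4 % of the gene's length) and at position 5049557 (51.3 %, 1762 nt from the start codon and 1673 nt from the end of the gene). The promoter sequence that the paper gives for the second is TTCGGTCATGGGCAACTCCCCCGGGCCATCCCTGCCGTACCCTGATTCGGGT. The mean sense depth upstream and downstream of position 5049557 was 0.491 and 46.3 in Ribo-seq 1, 0.182 and 25.2 in Ribo-seq 2, 8.43 and 36.5 in RNA-seq 1, and 7.53 and 30.9 in RNA-seq 2. With 0.1 added to each mean, the log2 ratio of downstream to upstream depth was 6.29 and 6.49 in Ribo-seq and 2.10 and 2.02 in RNA-seq. Each of the 617 CDS of at least 1500 nt was split at the same fraction of its length for comparison, and their median log2 ratio was -0.34 and -0.21 in Ribo-seq and 0.05 and 0.02 in RNA-seq. MAB_4937 ranked 1 among them in both Ribo-seq libraries, and 8 and 13 in the RNA-seq libraries. An exact permutation test between the assays was not run, since 2 libraries against 2 cannot reach a two-sided p-value below 0.33. No other test of the step between the assays was run. The choice of the pseudocount moved the Ribo-seq value most, to 4.73 on the mean of both libraries when 1 was added in place of 0.1.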

Our integrated map lends support for an internal TSS potentially driving a truncated isoform of the MAB MviN homolog (MAB_4937) (Fig. 2). MviN orthologs in mycobacteria, unlike other MviN proteins, are fused to a C-terminal region containing a predicted intracellular kinase domain and an extracellular sugar binding domain. Transposon mutagenesis studies in *M. tuberculosis* have indicated that the N-terminal region of MviN is essential for in vitro growth while the C-terminal region is dispensable for in vitro growth [3]. The presence of an internal TSS could still facilitate translation of the C-terminal domain of MviN under conditions where the full-length protein is not expressed. Such potential for different protein isoforms originating from internal TSS offers a plausible mechanism for partial essentiality and is illustrative of the potential proteomic diversity open to bacterial genomes.

**Fig. 2:**
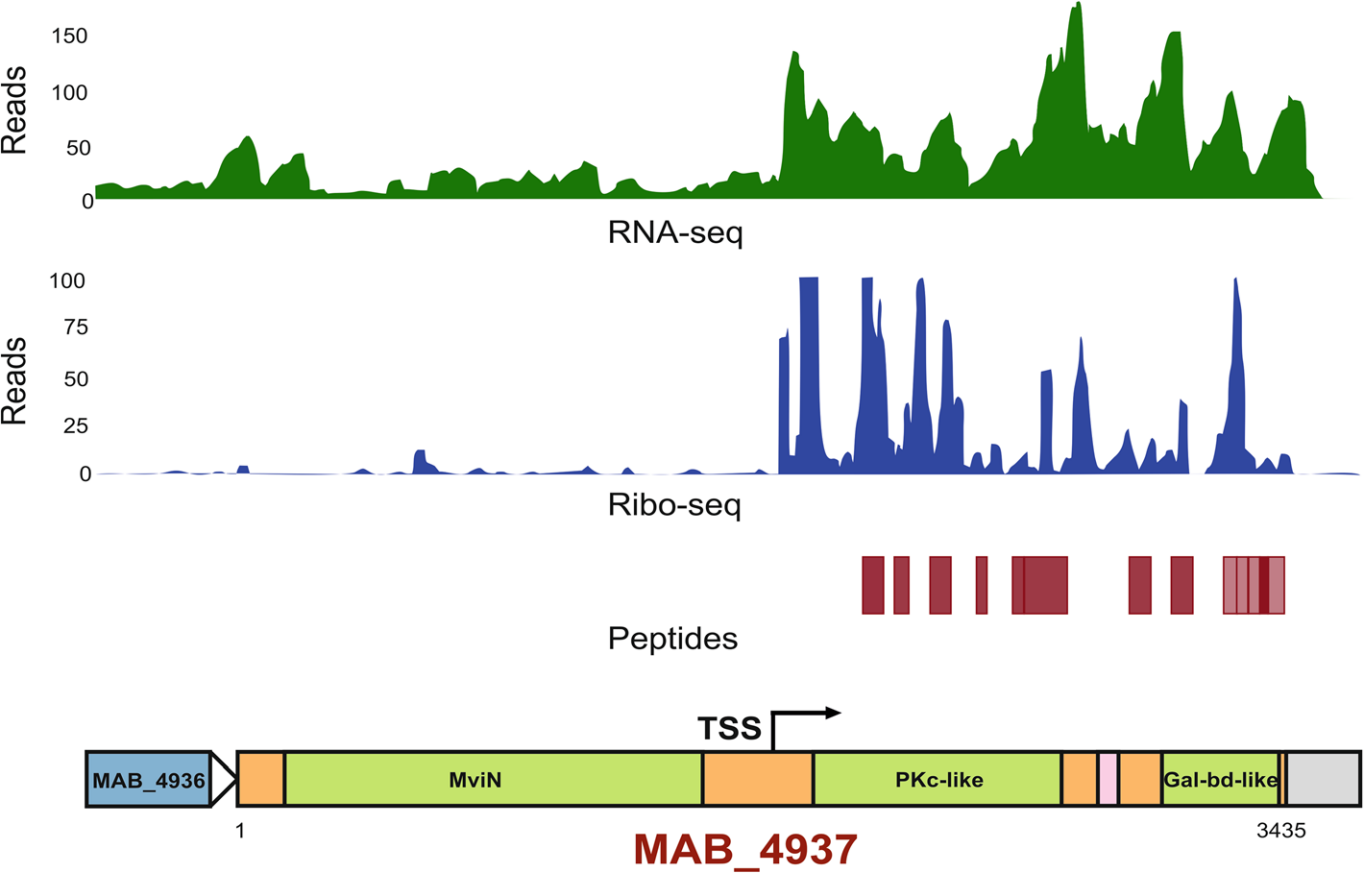
Domain based alternate isoforms of MviN predicted in *M. abscessus* driven by an internal TSS. Presence of isoform is evidenced by a combination of RNA-Seq, Ribo-seq and LC-MS peptide data downstream of the internal TSS

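The reads behind the domain map of MAB_4937 were unevenly placed. The region upstream of the second internal TSS had 30 and 10 Ribo-seq reads, which covered 24.2 and 9.25 % of its positions, and the region downstream had 2248 and 1214, which covered 92.8 and 81.9 %. RNA-seq gave 177 and 138 reads upstream and 599 and 493 downstream, and covered 99.8 and 100.0 % of the upstream positions. In Ribo-seq 1 a single window of 60 nt, from 5049627 to 5049686, held 65.9 % of the gene's depth, and in Ribo-seq 2 the window from 5049628 to 5049687 held 69.1 %. The largest depth was 1501 and 864, at position 5049654 in both. With the window left out, the log2 ratio of downstream to upstream depth was 4.77 and 4.83. The largest such window in the RNA-seq libraries held 7.46 and 6.35 % of the depth. At the first internal TSS, the log2 ratio was 5.16 and 5.51 in Ribo-seq and 1.60 and 1.55 in RNA-seq.

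**Figure D1:**
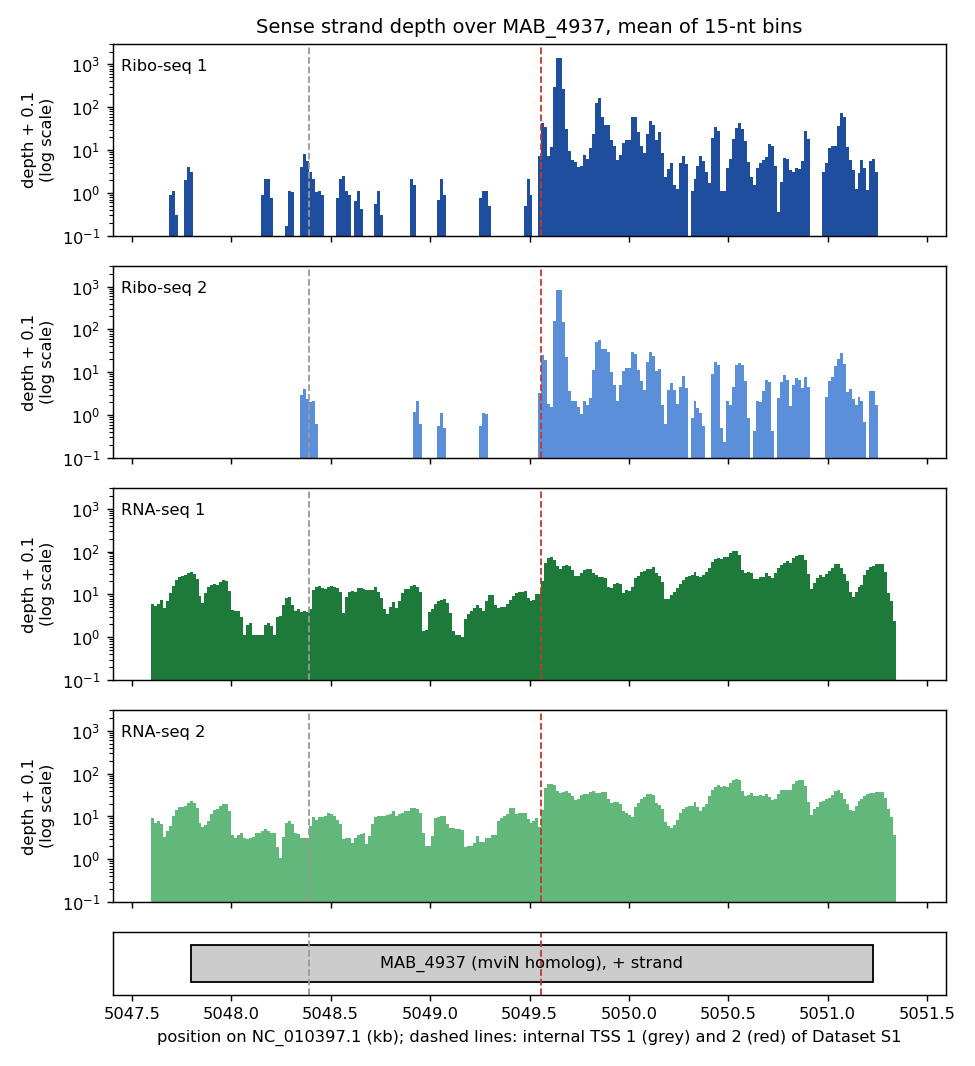
Sense strand depth over MAB_4937 in each of the 4 libraries, as the mean of 15 nt bins plus 0.1 on a log axis, against the position on the chromosome in kb, with the gene drawn beneath and dashed lines at the internal TSS of Dataset S1 (grey, 5048391, and red, 5049557). In both Ribo-seq libraries the bins left of the red line are sparse and the highest bins lie just right of it, where the depth reaches 1501 and 864, while the RNA-seq depth covers the whole gene and is higher on the right of the red line.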

### Ribosome profiling identifies numerous ribosomally protected short ORFs

Small proteins, generally defined as less than 50 amino acids, tend to be under-predicted by computational screens and present challenges in their biochemical identification primarily due to losses during sample preparation. Ribosome profiling has facilitated the identification of large numbers of small proteins through sequencing of ribosomally protected short ORFs (sORFs). Ribo-seq has also allowed for the identification of leader peptides encoded by upstream ORFs (uORFs) in the 5′UTRs of genes and peptides encoded by sORFs within regulatory RNAs [4]. We identified 126 new ribosomally protected ORFs within the MAB genome 80 % of which are ≤ 50 amino acids in length (Additional file 2: Dataset S2), although this is likely to be an underestimate of the total number of such sORFs within the MAB genome. 

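Dataset S2 lists 126 new ORFs, of which it places 61 in intergenic regions, 59 in leader regions and 6 antisense to annotated genes. Of these, 102 (81.0 %) encode at most 50 amino acids, and the median length is 21.5 amino acids (range 5 to 281). By class, 39 of the intergenic (63.9 %), 58 of the leader (98.3 %) and 5 of the antisense ORFs (83.3 %) are that short. The deposited read tables hold only annotated features, so reads on the new ORFs were counted from the depth on their strand, as the depth at the first base plus each later rise. This gives a lower bound, since reads that end where others begin go uncounted: on annotated CDS the method gave a median of 0.969 and 0.973 of the deposited count in the Ribo-seq libraries 1 and 2. The authors chose the ORFs from these same reads, so their signal was not tested against background.

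In both Ribo-seq libraries, 125 of the 126 ORFs had an RPKM of at least 5, and 118 had at least 20. The exception, MAB_5061c (4324313 to 4324378, minus strand, 21 amino acids), had 0 Ribo-seq reads in either library. At its length, 3 reads would give an RPKM of 2.21 and 4.29. The median Ribo-seq RPKM of the 126 ORFs was 98.0 and their median RNA-seq RPKM 129. In 45 of them the Ribo-seq RPKM exceeded the RNA-seq RPKM in both same-numbered pairs of libraries, without scaling for the lower RPKM of the typical CDS in Ribo-seq. The 5 ORFs with the highest Ribo-seq RPKM (mean ± SD, n = 2 libraries) were MAB_5024c with 19376 ± 3438, MAB_5035c with 9378 ± 1684, MAB_5011c with 7806 ± 3051, MAB_5039c with 7183 ± 1213 and MAB_4962c with 4794 ± 1041. MAB_5035c shares 133 of its 138 nt with the tmRNA. Overlapping reads had only 3.07 bases inside MAB_5039c and 2.2 inside MAB_4962c on average, and with reads weighted by their bases inside the ORF the RPKM of these ORFs was 742 and 347.

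**Figure D2:**
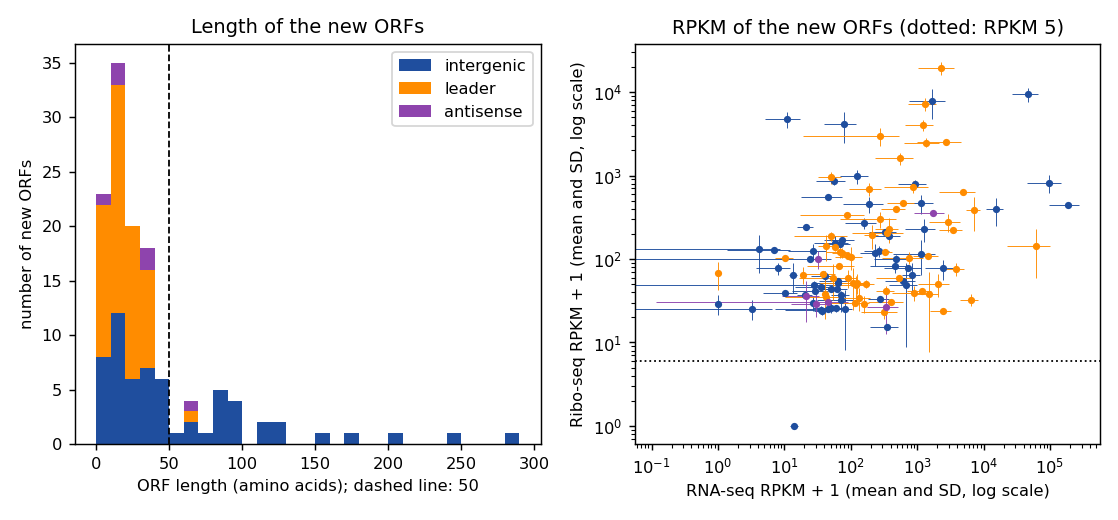
Left, the number of new ORFs by length in amino acids in bins of 10, stacked by class (intergenic, leader, antisense), with a dashed line at 50 amino acids, at or below which 102 of the 126 lie. Right, the Ribo-seq RPKM of each new ORF against its RNA-seq RPKM on log axes with 1 added, as the mean and SD of 2 libraries per assay, where every ORF but the one with 0 Ribo-seq reads lies above the dotted line at RPKM 5.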

Thirteen of these new ORFs were restricted to MAB or closely related lineages while the remainder showed varying levels of sequence similarity to homologs from other mycobacterial and related actinomycete genomes. Certain intergenic sORFs despite displaying evolutionary conservation with other mycobacteria showed conflicting indications of their potential to be translated. MAB_4988c and MAB_4957 have numerous mycobacterial homologs including the *M. tuberculosis* (MTB) H37Rv ORFs RVBD_1144Ac and RVBD_3857Ac. However both MTB ORFs have been deleted from subsequent MTB H37Rv genome annotations. RVBD_1144Ac falls between Rv1144 and Rv1145, in a highly transcriptionally active region which has been reported to contain a predicted ncRNA MTS0900 [5]. The ribosomally protected sORFs and significant levels of amino acid conservation despite extensive nucleotide changes suggests however their potential to be translated (Additional file 3: Figure S1). 

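MAB_4988c lies at positions 1281117 to 1281266 of the minus strand and encodes 49 amino acids (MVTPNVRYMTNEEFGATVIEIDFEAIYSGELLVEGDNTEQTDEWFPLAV). It had 2190 and 1359 Ribo-seq reads, an RPKM of 782 ± 103 (SD, n = 2 libraries), and 495 and 393 RNA-seq reads, an RPKM of 937 ± 429.7. Each overlapping Ribo-seq read had 35.9 bases inside the ORF on average. MAB_4957, at positions 94352 to 94492 of the plus strand, encodes 46 amino acids (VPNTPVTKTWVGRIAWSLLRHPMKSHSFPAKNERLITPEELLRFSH). Its Ribo-seq reads numbered 310 and 140, with an RPKM of 100.3 ± 9.31, and its RNA-seq RPKM was 478 ± 259. The paper's own values in Dataset S2 are a Ribo-seq RPKM of 933 for MAB_4988c and 115 for MAB_4957. The conservation alignments of Figure S1 were not analysed here.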

Other intergenic sORFs with annotated homologs in other mycobacterial genomes have homology to intergenic regions (IGR’s) of the MTB H37Rv genome but are absent from the MTB H37Rv annotation. These include, MAB_4957 with homology to IGR (Rv3847c-Rv3848c), MAB_4960c with homology to IGR (Rv3836-Rv3837c), MAB_5021c with homology to IGR (Rv2635-Rv2636).

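Of these ORFs, MAB_4960c (131152 to 131379, minus strand, 75 amino acids) had the most Ribo-seq reads, 24912 and 7117, against 60 and 51 RNA-seq reads. Its Ribo-seq RPKM was 4128 ± 1673 (SD, n = 2 libraries) and its RNA-seq RPKM 78.2 ± 39.2. MAB_5021c (2968807 to 2968911, minus strand, 34 amino acids) showed the opposite order, with a Ribo-seq RPKM of 77.7 ± 4.49 from 161 and 90 reads and an RNA-seq RPKM of 728 ± 412. Both RNA-seq libraries gave MAB_5021c a higher RPKM (436 and 1019) than either Ribo-seq library (74.5 and 80.9). These values were not scaled for the lower RPKM of the typical CDS in Ribo-seq. With reads weighted by their bases inside the ORF, the mean RPKM of MAB_5021c was 83.5 in Ribo-seq and 302 in RNA-seq.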

### Evolutionary conservation of identified upstream ORFs (uORFs)

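The 59 new ORFs in leader regions had a median length of 17 amino acids (range 5 to 68). All 59 reached a Ribo-seq RPKM of 5 in both libraries, and 57 reached 20. Their median RPKM was 106 in Ribo-seq (range 22.2 to 19376) and 315 in RNA-seq. In 19 of them the Ribo-seq RPKM was above the RNA-seq RPKM in both same-numbered pairs of libraries, again without scaling. A limit of these values is that the ORFs are short and lie near other features: at 11 leader ORFs the overlapping Ribo-seq reads had on average fewer than 10 bases inside the ORF.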

We identified a number of ribosomally protected sORFs within the leader regions of a number of MAB genes including amino acid biosynthesis operons and metal transporters (Additional file 2: Dataset S2). Although such uORFs can have *trans*-acting roles, typically progression of the ribosome through the uORF varies in response to a physiological signal within the cell, thus influencing the expression of the downstream gene. A number of the uORFs share sequence homology with uORFs previously predicted in the leader regions of their orthologs from *M. smegmatis* and *M. tuberculosis* [6]. These include uORFs upstream of MAB_1662 (*nirA*), MAB_3424c (*leuA*), MAB_3323c (*ilvB*), the transcriptional regulator MAB_4059c, the membrane spanning protein MAB_0741 and a TQXA domain containing protein MAB_0219. 

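RPKM values are given as the mean ± SD of 2 libraries per assay. The uORF of *nirA*, listed as MAB_1662c in the deposited tables, is MAB_4996c (1691439 to 1691522, minus strand, 27 amino acids, 111 nt upstream of the gene), with a Ribo-seq RPKM of 28.3 ± 6.64 from 57 and 21 reads. The *leuA* uORF, MAB_5031c (3470942 to 3470992, minus strand, 16 amino acids, 74 nt upstream), had the highest Ribo-seq RPKM of the group, 1615 ± 269, against 552 ± 323 in RNA-seq. It shares 44 of its 51 nt with an ncRNA that Dataset S2 also lists. The *ilvB* uORF, MAB_5030c (3370051 to 3370101, minus strand, 16 amino acids, 119 nt upstream), had 43 and 14 Ribo-seq reads and an RPKM of 33.4 ± 10.7. MAB_5057c (4107595 to 4107708, minus strand, 37 amino acids), 123 nt upstream of MAB_4059c, had a Ribo-seq RPKM of 42.4 ± 0.299.

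Upstream of MAB_0741, listed as MAB_0741c in the deposited tables, MAB_4976c (742795 to 742860, minus strand, 69 nt upstream, listed as intergenic) had a Ribo-seq RPKM of 116 ± 34.5. It encodes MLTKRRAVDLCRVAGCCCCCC, the same 21 amino acids as MAB_5061c, which lies elsewhere on the chromosome and had no Ribo-seq reads. MAB_4965 (230697 to 230798, plus strand, 33 amino acids), 94 nt upstream of MAB_0219, had a Ribo-seq RPKM of 81.8 ± 7.24 against 65.7 ± 45.0 in RNA-seq.

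Relative to the typical CDS, the downstream genes differed in their own Ribo-seq against RNA-seq counts. The log2 difference was 3.47 in MAB_0219 (standard error 0.26, adjusted p = 1.8e-09 from edgeR) and 2.73 in MAB_4059c (standard error 0.17, adjusted p = 1.7e-10). It was smaller in *ilvB* (0.93, standard error 0.13, adjusted p = 5.0e-06) and in MAB_0741c (0.51, standard error 0.20, adjusted p = 0.028). For *nirA* (0.22, adjusted p = 0.17) and *leuA* (0.05, adjusted p = 0.80) it was not past the threshold.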

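The uORF of *mgtC* is MAB_5043 (3643513 to 3643608, plus strand, 31 amino acids, 43 nt upstream of MAB_3593). It had 211 and 179 Ribo-seq reads, an RPKM of 141 ± 48.9 (SD, n = 2 libraries), and an RNA-seq RPKM of 41.6 ± 10.9. MAB_3593 itself had an RPKM of 577 ± 149.5 in Ribo-seq and 6.12 ± 1.53 in RNA-seq, and a window of 60 nt held 94.1 and 94.6 % of its Ribo-seq depth. Upstream of *mgtE*, Dataset S2 lists MAB_5016c (2766550 to 2766810, minus strand, 86 amino acids, 136 nt from the gene) and MAB_5015c (2766423 to 2766503, minus strand, 26 amino acids, 9 nt from the gene). MAB_5016c had 4249 and 2613 Ribo-seq reads, an RPKM of 868 ± 108, against 55.5 ± 26.6 in RNA-seq. The reads on MAB_5015c reached it with only 6.79 bases each, so that its Ribo-seq RPKM of 101 ± 7.98 became 23.5 with reads weighted by their bases inside the ORF. The *mgtE* gene had a log2 difference between Ribo-seq and RNA-seq of 5.07 relative to the typical CDS (standard error 0.20, adjusted p = 8.1e-13 from edgeR). At the copper-translocating ATPase MAB_0449, the uORF MAB_4972 (451103 to 451180, plus strand, 25 amino acids) had 38 and 41 Ribo-seq reads, an RPKM of 36.6 ± 18.3. Its RNA-seq RPKM was 39.7 ± 3.97. MAB_0449 had a log2 difference of -1.88 (standard error 0.28, adjusted p = 1.1e-05 from edgeR).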

We identified uORFs upstream of a number of metal transporters including the magnesium transporters *mgtC & mgtE* (MAB_3593 & MAB_2717c) and the copper-translocating P-type ATPase (MAB_0449). 

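The *ykoK* leader upstream of *mgtE* is listed in Dataset S2 at positions 2766928 to 2767096 of the minus strand. It had 20 and 6 Ribo-seq reads (RPKM 5.75 and 3.35) and 152 and 141 RNA-seq reads (RPKM 284 ± 157, SD, n = 2 libraries). The nearer uORF, MAB_5016c, begins 117 nt downstream of it, and the uORF MAB_5015c 424 nt downstream, so by the listed coordinates neither shares bases with the *ykoK* leader. The Ribo-seq RPKM of MAB_5016c was 791 and 945 in the same libraries.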

Tandem attenuators have been reported within the 5′UTRs of certain Mg^2+^ transporters allowing their leader regions to be responsive to a number of physiologically diverse signals [7]. *mgtE* (MAB_2717c) appears to contain both a Mg^2+^-responsive *ykoK* leader or M-box co-incident with a ribosomally protected short uORF. The uORF is a homolog of the *vapA* co-expressed virulence gene *vcgB*, restricted to *Rhodococcus equi* and a number of predominantly pathogenic mycobacteria, and contains a downstream binding site for the Mg^2+^-responsive transcriptional regulator PhoP [8]. Although the exact function of VcgB is unknown it is up-regulated upon entry into macrophages and is regulated by increases in temperature and changes in pH levels [9].

### Ribosome protected RNAs and antisense sORFs

One feature of ours and others Ribo-seq data is the presence of ribosomally protected footprints covering parts of the genome which are not obviously protein coding. 

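Reads on features that encode no protein made up most of the Ribo-seq libraries. The rRNAs took 81.8 and 80.2 % of the library totals, and the 47 tRNAs took 4.09 % (Wilson 95 % confidence interval 4.08 to 4.10) and 4.10 % (4.09 to 4.11), or 840701 and 434741 reads. CDS took 13.4 % (13.4 to 13.4) and 14.9 % (14.9 to 15.0). In the RNA-seq libraries, tRNAs took 0.344 % (0.339 to 0.349) and 0.748 % (0.736 to 0.759), and CDS 18.0 % (17.9 to 18.0) and 34.9 % (34.9 to 35.0). RNA-seq libraries are prepared by another protocol, which includes rRNA depletion, so these shares are not compared between assays with a test.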

Ribo-seq in eukaryotes has found that ribosome isolation by sedimentation isolates both ribosomes and Ribonucleoproteins (RNPs) resulting in the ribosomal protection of some prominent classical noncoding RNAs [10]. This phenomenon has not been analyzed in prokaryotes however an inspection of published Ribo-seq data from *E. coli* indicates that the large majority of its characterized ncRNAs display a ribosome footprint (data not shown) [11]. A number of our ribosomally protected fragments encompassed regions overlapping canonical non-coding RNAs such as tRNAs, homologs of annotated mycobacterial small regulatory RNAs (sRNAs) and a number of other ribo-regulators including predicted riboswitches (Additional file 2: Dataset S2). 

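Of the 47 annotated tRNAs, 45 had a Ribo-seq RPKM of at least 5 in both libraries, and the median over the 47 was 1559. The highest mean values (± SD, n = 2 libraries) were 197967 ± 13709 for tRNA-Asn (GTT, MAB_t5027), 85302 ± 21065 for tRNA-His (GTG, MAB_t5023c) and 81716 ± 7413 for tRNA-Pro (GGG, MAB_t5033). The RNA-seq RPKM of these tRNAs was 473 ± 283, 1746 ± 896 and 205 ± 5.20.

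Of the 36 other ncRNAs in Dataset S2, 19 had a Ribo-seq RPKM of at least 5 in both libraries, with a median of 23.3 over the 36, and 7 had no Ribo-seq reads. With reads weighted by their bases inside the ncRNA, a setting chosen after the data were seen, the count was 18. The tmRNA had a Ribo-seq RPKM of 3663 ± 662 from 24252 and 16155 reads, the RNase P RNA 78.5 ± 27.0 and the small SRP RNA 473 ± 76.5. Among the riboswitches and other leader elements, the 2 TPP elements (19.4 ± 0.230 and 27.1 ± 4.95), PyrR (40.1 ± 3.45), ydaO-yuaA (51.5 ± 1.05) and 1 of the 2 mraW elements (32.7 ± 1.34) reached the threshold in both libraries. One of the TPP elements held only 6.96 bases per overlapping read, and its weighted RPKM was 7.52 and 4.95 in the 2 libraries, the latter under the threshold. The SAM-IV (0.848 and 3.13), Cobalamin (0.109 and 2.57), Glycine (1.50), Actino-pnp (0.784) and *ykoK* (4.55 and 3.65) elements had means below it, although their RNA-seq RPKM lay between 34.5 and 937. The first of these *ykoK* elements was above it in Ribo-seq 1 alone (5.75). The crcB element had 0 Ribo-seq reads, where 3 reads would give an RPKM of 2.0 and 3.88.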

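The 6C homolog (433380 to 433455, plus strand) had 1205 and 764 Ribo-seq reads, an RPKM of 859.7 ± 126 (SD, n = 2 libraries), against 12076 ± 4145 in RNA-seq. F6 (4517540 to 4517597, minus strand) had 409 and 262 Ribo-seq reads and an RPKM of 385 ± 59.0, while its 8 and 5 RNA-seq reads gave 33.6 ± 10.2. Ms_IGR-5 (736032 to 736196, plus strand) had 12454 and 5855 Ribo-seq reads and an RPKM of 3509 ± 227, against 85.2 ± 58.0 in RNA-seq. The Ribo-seq RPKM thus lay above the RNA-seq RPKM for F6 and Ms_IGR-5 and below it for 6C, in each case by more than the SD of either assay. This order holds without scaling for the lower RPKM of the typical CDS in Ribo-seq. The *M. smegmatis* data were not analysed here.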

Homologs of conserved mycobacterial sRNAs displaying significant ribosomal reads which are evident both in our data and recently published Ribo-seq data from *M. smegmatis* include homologs of 6C, F6 and MS_IGR-5 in both MAB and in MSMEG, and also MS_IGR-7 (RF02469), MS_IGR-4 (RF02468), MS_IGR-2 (RF02467), Ms_AS-4 (RF02464) and Ms_AS-8 (RF02466) in MSMEG (35). 

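Each of the sORFs opposite these genes reached a Ribo-seq RPKM of 5 in both libraries, on few reads. Dataset S2 classes MAB_4966c as antisense and the other 5 as intergenic. The Ribo-seq RPKM (mean ± SD, n = 2 libraries) was 29.6 ± 1.20 for MAB_4966c opposite MAB_0366 and 38.6 ± 1.07 for MAB_4992, which overlaps the end of MAB_1487c on the other strand. MAB_4975 opposite MAB_0590c had 124 ± 26.9 from 84 and 59 reads, and MAB_5004c opposite MAB_1957 had 98.0 ± 5.07 from 94 and 45 reads. MAB_5029 opposite MAB_3309, which the deposited tables list as MAB_3309c, had 36.3 ± 2.46, and MAB_5072c opposite MAB_4762 had 36.3 ± 1.98. The RNA-seq reads were fewer, from 1 and 1 on MAB_4992 to 32 and 20 on MAB_5072c, so the RNA-seq RPKM of these ORFs is imprecise (for MAB_4966c, 44.4 ± 45.2). The gene opposite MAB_5004c, MAB_1957, had a Ribo-seq RPKM of 664 ± 78.6, the highest among the genes opposite, which otherwise lay between 2.61 and 5.75. Over all CDS, 1.44 and 1.52 % of the Ribo-seq depth fell on the antisense strand.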

A number of ribosomally protected sORFs were found antisense to MAB proteins including MAB_0366, MAB_1487c, MAB_0590c, MAB_1957, MAB_3309 and MAB_4762.

### Coding potential for ribosomally protected ORFs

The presence of classical non-coding RNAs, antisense sORFs and homologs of known mycobacterial regulatory RNAs in our Ribo-seq dataset raises the question as to whether such sORFs are likely to be coding. This is difficult to clearly assess however in eukaryotic Ribo-seq datasets one method to determine whether long noncoding RNAs (lncRNAs) are likely to be translated is to look at the distribution of the fragment lengths of their ribosomal footprints in comparison with those from known coding ORFs [10]. A fragment length organization similarity score (FLOSS) is then calculated that measures the magnitude of disagreement between the distributions, one corresponding to the feature in question and one corresponding to the mean reference distribution for CDSs, with lower scores reflecting higher similarity. In order to address the coding potential of the predicted sORFs in MAB we calculated FLOSS scores for potentially coding sORFs and compared them with those of the known coding regions within the genome [10] (Fig. 3). In order to contrast with the true ribosome footprints we utilized ribosomal reads covering tRNAs as a canonical non-coding RNA species. 

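The ratio of Ribo-seq to RNA-seq RPKM, as log2 with 1 added to each value, was compared between the 47 tRNAs and the 4920 CDS within each same-numbered pair of libraries. The median log2 ratio of the tRNAs was 2.27 and 1.26 in the pairs 1 and 2, and that of the CDS -1.15 and -1.89. The tRNAs therefore lay 3.42 and 3.15 above the CDS (two-sided permutation test of the difference of medians, p = 1e-05 in each pair, the smallest that 100000 permutations can give, adjusted p = 1.4e-05 over the 10 tests of this family). In pair 1, 42 of the 47 tRNAs lay above the CDS median, and in pair 2, 37. Features are not replicates, so the test describes these 4 libraries. The alternative that moved the difference most was to weight reads by their bases inside the feature, which gave 4.42 on the mean of the pairs against 3.32 and was chosen after the data were seen. The RPKM values were used as deposited, so the medians of both groups also carry the different rRNA shares of the libraries.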

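The processed files at hand give no read lengths per feature, so FLOSS values were not analysed here. The ratio of Ribo-seq to RNA-seq RPKM of the new ORFs was compared with that of the CDS in the same way as for the tRNAs. The authors chose these ORFs for their signal in the same Ribo-seq reads, while the CDS were not chosen in that way. A higher ratio is therefore partly built in, and the p-values only describe the difference and do not test translation. Over all 126 new ORFs the median log2 ratio lay 1.35 and 1.08 above that of the CDS in the pairs 1 and 2 (two-sided permutation test, p = 1e-05 in each, the smallest that the permutations can give, adjusted p = 1.4e-05). For the 61 intergenic ORFs the difference was 1.50 and 1.19 (adjusted p = 1.4e-05 in each pair, permutation test), with 45 and 43 of them above the CDS median. For the 59 leader ORFs it was 1.26 and 1.02 (adjusted p = 1.4e-05 and 7.5e-05, permutation test), with 38 and 35 above. The 6 ORFs that Dataset S2 classes as antisense, of which only MAB_4966c is among the sORFs described above as opposite to named genes, differed by 2.08 in pair 1 (adjusted p = 0.003, permutation test) and 0.79 in pair 2 (adjusted p = 0.27, permutation test), so their difference did not hold in both pairs. Short features and the choice of reference matter here: against the 324 CDS of at most 300 nt, the leader ORFs lay 0.65 above on the mean of the pairs, with adjusted p = 0.036 and 0.089 (permutation test), no longer past the threshold in both, and the antisense ORFs passed it in neither (adjusted p = 0.089 and 0.68, permutation test). Every class had a smaller difference from the CDS than the tRNAs did. That difference between classes was not tested.

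**Figure D3:**
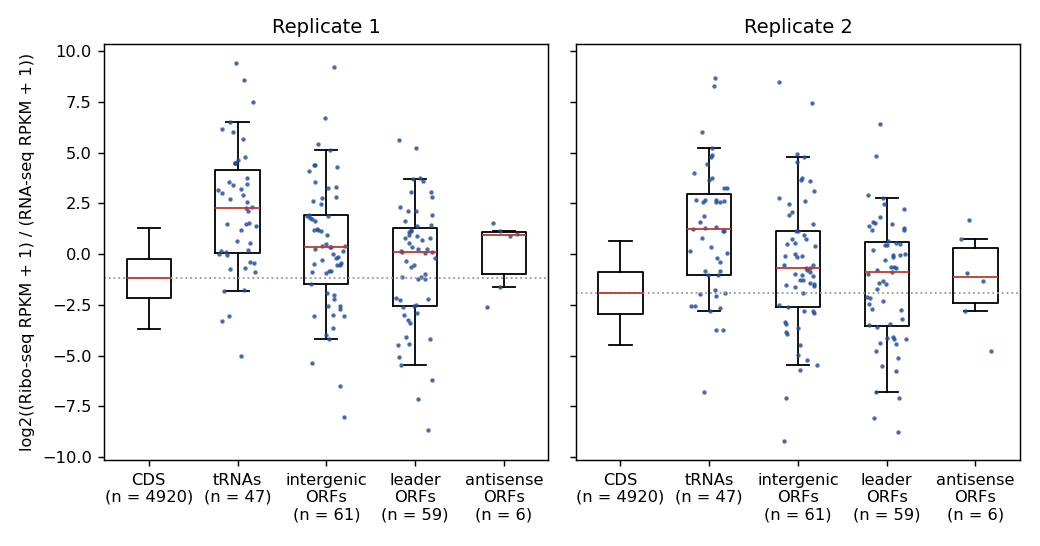
The log2 ratio of Ribo-seq to RNA-seq RPKM, with 1 added to each, for CDS, tRNAs and the classes of new ORFs in each same-numbered pair of libraries, with boxes for the quartiles, a line at the median, and a point for each feature other than CDS. The dotted line marks the CDS median (-1.15 and -1.89), and the tRNA medians (2.27 and 1.26) are the highest of the classes in both panels.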

Our analysis shows the clear separation of the tRNAs and illustrates that a number of the intergenic and leader sORFs have fragment length distributions indicative of their potential to be translated.

**Fig. 3:**
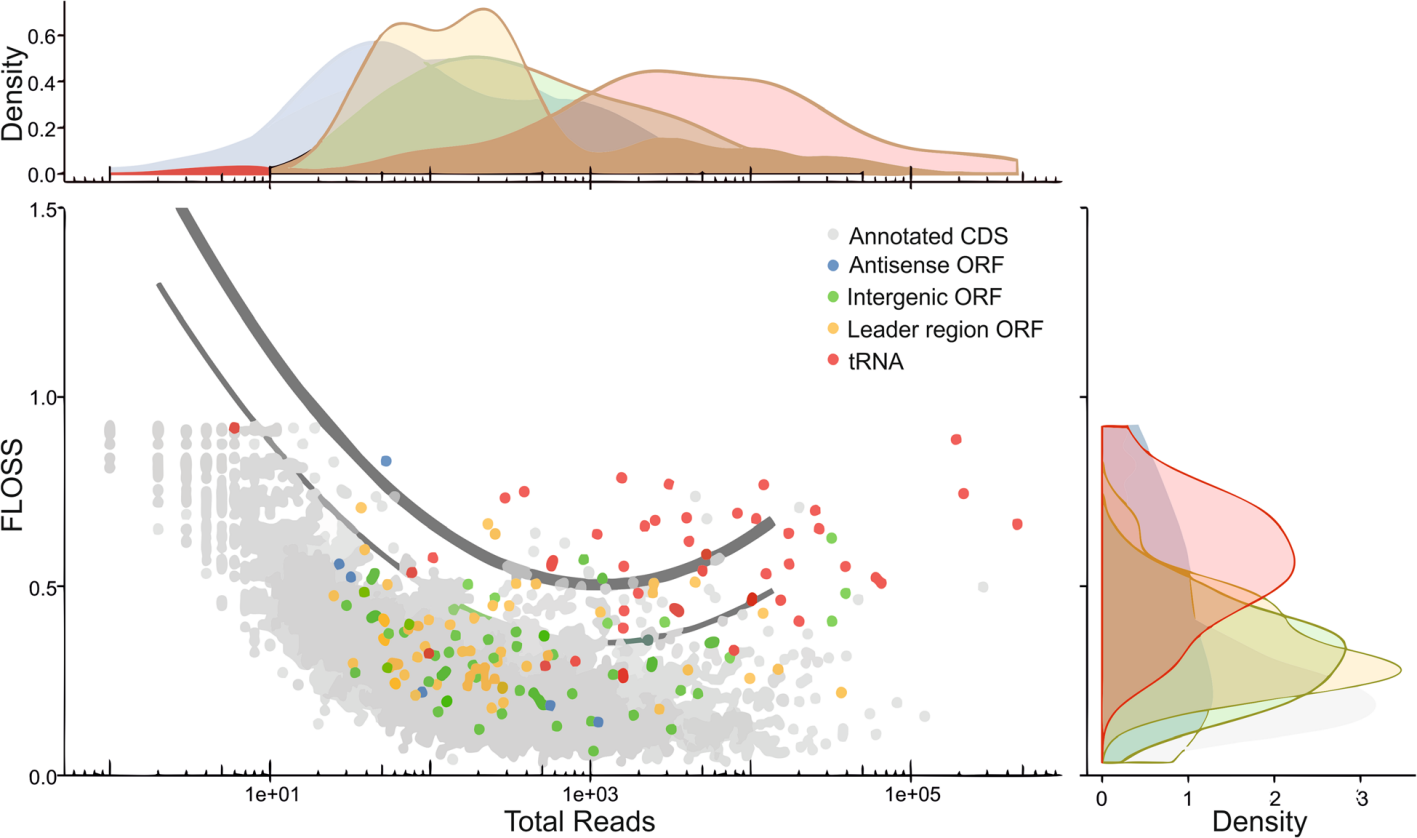
Fragment distribution analysis performed using a fragment length organisation similarity score (FLOSS). With a view to ascertaining the conformity to ribosome profiling read fragment length distributions for coding sequences (CDS), normalised histograms of fragment lengths corresponding to putative coding ORFs and non-coding genes were compared to a reference distribution represented by the mean of the normalised histograms of fragment lengths for all coding features. Curves are representative of outlier thresholds for standard (thinner curve) and extreme (thicker curve) cases using Tukey’s method. Higher FLOSS suggest less conformity. FLOSS are plotted as a function of total reads aligned to each feature. Marginal densities are also given for read counts (x-axis) and FLOSS (y-axis)

### Transcription profiling of MAB under infection-relevant conditions

Transcriptional responses to nutritional, redox and antibiotic stresses likely underpin the development of inducible antibiotic resistance, persistence and host adaptation in MAB. As few datasets exist we looked at MAB transcriptional response to number of stresses including exposure to antibiotics, nitric oxide (NO) induced hypoxia and growth in an artificial sputum medium designed to mimic the conditions within the Cystic Fibrosis (CF) lung environment [12].

### Characterization of the MAB hypoxic response

Mycobacteria are obligate aerobes with an ability to survive and metabolize under hypoxic conditions. The signature transcriptional response to NO induced hypoxia in MTB is the activation of a dormancy (DosR) regulon, which is important for its long-term persistence within the host [13]. MAB displays cross-reactive immunity to DosR regulon-encoded antigens [14] and is predicted to contain the smallest and minimal DosR regulon consisting of 5 DosR regulated operons [15]. Following NO induced hypoxia using a 40 min pulse of diethylenetriamine/nitric oxide (DETA/NO) (Additional file 4: Document S1), we observed strong up-regulation of the entire MAB predicted DosR regulon including Dos S & R (MAB_3890, MAB_3891), the nitroreductase (MAB_3903), USPs (MAB_2489 & MAB_3904) and an ortholog of Rv2004c (MAB_3902c). In addition the operon MAB_3937-MAB_3939 encoding the Clp ATPase *clpX* and the deazaflavin-dependent nitroreductase (*ddn*) which is important for protection against oxidative stress was also strongly up-regulated (Additional file 5: Dataset S3). Members of the mycobactin cluster *mbtG* and *mbtH* which are up-regulated upon NO exposure in MTB [16] were both up-regulated. A shift in lipid metabolism also appears to be a feature of the hypoxic response in MAB with up-regulation of a number of lipid biosynthesis genes including two homologs of the acyl (ACP) membrane-bound desaturase *desA1* (MAB_3354, MAB_2157).

### Exposure to different antibiotics induces diverse forms of ribosomal stress

MAB responds poorly to antibiotic chemotherapy exhibiting innate resistance to all major anti-tuberculous drugs in addition to a number of broad-spectrum antibiotics. Current regimens often entail administration of both an aminoglycoside antibiotic (AGA) and a macrolide. In response to erythromycin exposure MAB induces an erythromycin resistance methylase gene (*erm41*) [17] which confers resistance. Resistance to AGA is thought to be mediated through a number of aminoglycoside-modifying enzymes (AME), including an aminoglycoside-2-acetyltransferase, Aac(2′) [18]. Under conditions previously described [1, 17] we subjected MAB to a short (1 h) exposure to 1 μM erythromycin or 1 μM kanamycin. Erythromycin exposure resulted in a strong response with 287 genes being differentially expressed (DE) while kanamycin exposure resulted in 73 DE genes (Additional file 5: Dataset S3). The over-represented Clusters of Orthologous Groups (COG categories) in erythromycin-treated cells included Translation, ribosomal structure and biogenesis (category J) (>5-fold enriched; FDR = 6.47E-18) and Amino acid transport and metabolism (category E) (>2-fold enriched; FDR = 4.8E-03). In response to kanamycin, only COG category O (Posttranslational modification, protein turnover, chaperones) was highly enriched (>8.5 fold) (FDR = 9.25E-10) (Additional file 6: Figure S2). Erythromycin exposure induced up-regulation of the 50S and 30S ribosome in addition to numerous tRNA synthases: ArgS (MAB_1433 & MAB_3683c), ValS (MAB_1603), IleS (MAB_2705c), TrpS (MAB_3683c), likely reflecting a response to a rapid decline in protein synthesis. The histidine biosynthesis pathway was also strongly up-regulated in addition to genes associated with homoserine (MAB_0343), asparagine (MAB_1142) and isoleucine (MAB_3321c) biosynthesis. In contrast kanamycin-exposed cell strongly induced genes associated with the heat shock response encompassing the operon MAB_4273c-MAB_4370c (*dnaK, grpE, dnaJ, hspR*), the chaperonins *clpB, groEL*, and *groES*, and their associated regulatory proteins *hspR* and *grpE* (Additional file 5: Dataset S3). Kanamycin exposure also triggered upregulation of the cold shock protein A (MAB_0487) and a predicted alkaline shock protein (MAB_1247c).

### Antibiotic exposure induces multiple antibiotic resistance genes and transporters

Differentially expressed genes from both antibiotic exposures were analysed with ARG-ANNOT [19] to identify homologs of known antibiotic resistance genes. In total, 18 predicted resistance-associated genes were found to be differentially expressed in response to at least one of the two antibiotic treatments (Additional file 7: Table S1). Active efflux mechanisms represent one of the most important aspects of intrinsic antibiotic resistance in mycobacteria [20] and we found a relatively high number of transporters to be differentially expressed upon antibiotic treatment (Additional file 8: Table S2). These included MAB_2640c, a homolog of the multidrug resistance protein (MMR) previously shown to mediate the efflux of several different antibiotics [21] and MMPL13b of the mycobacterial membrane protein large (MmpL) family both induced in response to erythromycin.

### MAB response to artificial CF sputum induces a low energy transcriptional response

Long-term persistence of MAB during chronic infection is a well-established phenomenon however its molecular adaptation to the CF lung environment is poorly understood. As adaptations to the sputum (mucus) layer of the CF lung likely shape clinically relevant traits we determined the transcriptional response of MAB to a brief 3 h exposure to a defined, synthetic CF sputum medium (SCFM2) that mimics the nutritional composition of CF sputum (Additional file 4: Document S1) [12]. Overall, we found the COG category Replication, recombination and repair (category L) to be >3-fold under-represented during growth in artificial sputum (FDR 4.1E-3), while Secondary metabolites biosynthesis, transport and catabolism (category Q) was >1.5-fold enriched (FDR < 0.05) (Additional file 6: Figure S2). Overall this is suggestive of a shift to slow growth, reflected in the down-regulation of the translation apparatus including most ribosomal proteins and several tRNA synthases. Evidence of a clear metabolic shift amongst the topmost up-regulated genes could be clearly identified with parallels to transcriptional changes in a nutrient starvation model of persistence in MTB and growth of MSMEG under low energy conditions [22]. We identified strong induction of the pyruvate dehydrogenase complex (MAB_4918c-MAB_4915c), alongside strong up-regulation of the proton-transporting type-I NADH dehydrogenase (NDH1) operon. NDH1 functions as the primary aerobic respiratory chain and produces ATP via the oxidation of NADH to NAD+ suggesting that energy-limited cells were switching to more energy-efficient mechanisms for membrane potential generation. Under energy-limited conditions MSMEG has been shown to utilize alternative primary dehydrogenases to power its respiratory chain [22]. We identified strong up-regulation of the succinate dehydrogenase (*sdh1*) operon (MAB_4421-MAB_4423) in addition to up-regulation of alanine and proline dehydrogenases.

### Amino acid metabolism and persister genes induced in response to CF sputum

SCFM2 provides amino acids as a major carbon source and studies with the CF pathogen *Pseudomonas aeruginosa* have highlighted the induction of branched chain and aromatic amino acid catabolism genes [23]. *P. aeruginosa* preferentially catabolizes alanine, arginine and glutamate in CF sputum and up-regulation of the anaerobic arginine-deiminase pathway in *P. aeruginosa* is thought to contribute to anaerobic CF lung adaptation [24]. Numerous amino acid metabolism genes including those associated with arginine, lysine and proline catabolism were up-regulated in MAB response to SCFM2 exposure. Mycobacteria have both anaerobic and aerobic pathways for arginine metabolism and SCFM2 exposure caused strong induction of genes associated with the aerobic arginase pathway that facilitates the conversion of arginine to glutamate. These included *rocA*, the operon MAB_3840-MAB_3843 encompassing the ornithine aminotransferase (*rocD*), the arginine permease *rocE* and MAB_3840, a homolog of Rv2323c which is essential for growth on arginine. MTB uses arginine to produce proline and genes associated with proline metabolism are strongly expressed when mycobacterial cells are exposed to nutrient starvation [25]. We observed strong up-regulation of the operon MAB_1330-MAB_1331 which contains pyrroline-5-carboxylate dehydrogenase (*pruA*) and proline dehydrogenase (*pruB*), which oxidizes proline to glutamate for use as a carbon and nitrogen source. One of the most highly up-regulated operons upon SCFM2 exposure MAB_3647c-MAB_3646c contains the alarmone lysine ε-aminotransferase (LAT), downstream of the transcriptional regulator leucine-responsive regulatory protein (*lrpA*). LAT is involved in the conversion of lysine to glutamate and is associated with persister cell formation following nutrient starvation [26]. We also found strong up-regulation of L-alanine dehydrogenase (*MtAlaDH*) (MAB_3100), which is also highly up-regulated under nutrient starvation. We saw up-regulation of the operon MAB_3521c-MAB_3520c containing *nirD* which is important during in vitro dormancy of MTB [27] downstream of the nitrogen responsive transcription factor *nnaR*.

### Fatty acid catabolism genes induced in response to CF sputum exposure

*P. aeruginosa* is known to up-regulate fatty acid catabolism genes in SCFM [28] and we observed strong up-regulation of members of the fatty acid β-oxidation pathway including *fadD* and *fadE*. The acyl-CoA carboxylase alpha and beta subunits (*accA & accD*) were also strongly up-regulated suggestive of increased levels of propionyl-CoA as a result of the degradation of odd-chain fatty acids or branched-chain amino acids. In MTB, propionyl-CoA generated from metabolism of host lipids is used as a substrate to generate cell wall lipids which represents an important adaptation and is essential for survival within the host [29]. We identified strong down-regulation of the mycolate pathway including downregulation of the β-ketoacyl-ACP synthases (*kasA & kasB*) and beta-ketoacyl synthases MAB_2031& MAB_2029 and the malonyl-CoA:acyl carrier protein transacylase (MCAT) homolog (MAB_2034). Down-regulation or deficiency in *kasA/B* has been associated with altered colony morphology in MTB [30] and in MSMEG, in which the transition to a ‘biofilm phase’ involves reduction in levels of the KasA protein [31].

### Down regulation of iron acquisition and siderophore production genes

A number of virulence factors of *P. aeruginosa* are switched off during progressive CF lung infection including genes associated with siderophore production [32]. With the exception of *mbtH* we observed strong down-regulation of the mycobactin cluster encoding the biosynthetic enzymes for assembly of the siderophore mycobactin. We observed strong up-regulation of the ESX-3 cluster (MAB_0149c-MAB_0147c) containing the pair of *pe*/*ppe* genes (*pe5* and *ppe4*) and the EspG family protein. The ESX-3 locus is proposed to be involved with acquisition of divalent metal ions however it is also proposed to play other roles in virulence [33].

### Transcriptional repressors predominate in response to CF sputum growth

We identified the transcriptional regulator *lsr2* as one of the topmost induced genes upon exposure to SCFM2. Lsr2 works mainly to repress gene transcription through binding AT-rich sequences in MTB and is critical for persistence and a shift from aerobic to anaerobic respiration [34]. We also observed strong up-regulation of a majority of TetR family transcriptional regulators consistent with an overall transcriptional repression associated with slow growth. In a nutrient starvation model of persistence in MTB sigma factors (*sigB*, *sigE*, *sigF* and *sigD*) are significantly up-regulated while the *rpoA* subunit of RNA polymerase is down-regulated [25]. Exposure to SCFM2 induced a strong up-regulation of the sigma factor *sigB* (MAB_3028), *sigE* (MAB_1362) and *sigH* (MAB_3543c) while *rpoA* was down-regulated. In addition there was a strong up-regulation of a cluster of genes encoding *sigF* (MAB_2511), its anti-sigma regulator *usfX* (MAB_2513c) and MAB_2512, a homolog of the *sigF* regulator (Rv0516c).

### Dissection of MAB transcriptional programmes driving niche adaptation

Successful colonization of its human host by MAB is likely to be due to a series of individual niche adaptations. Although the current data is relatively sparse we looked to see whether we could begin deconstructing more complex transcriptional adaptations based upon the sharing of co-expressed genes with more discreet responses. We also compared our datasets to the only other published dataset that associated with the transition from a smooth to a rough morphology (Fig. 4) [35].

**Fig. 4:**
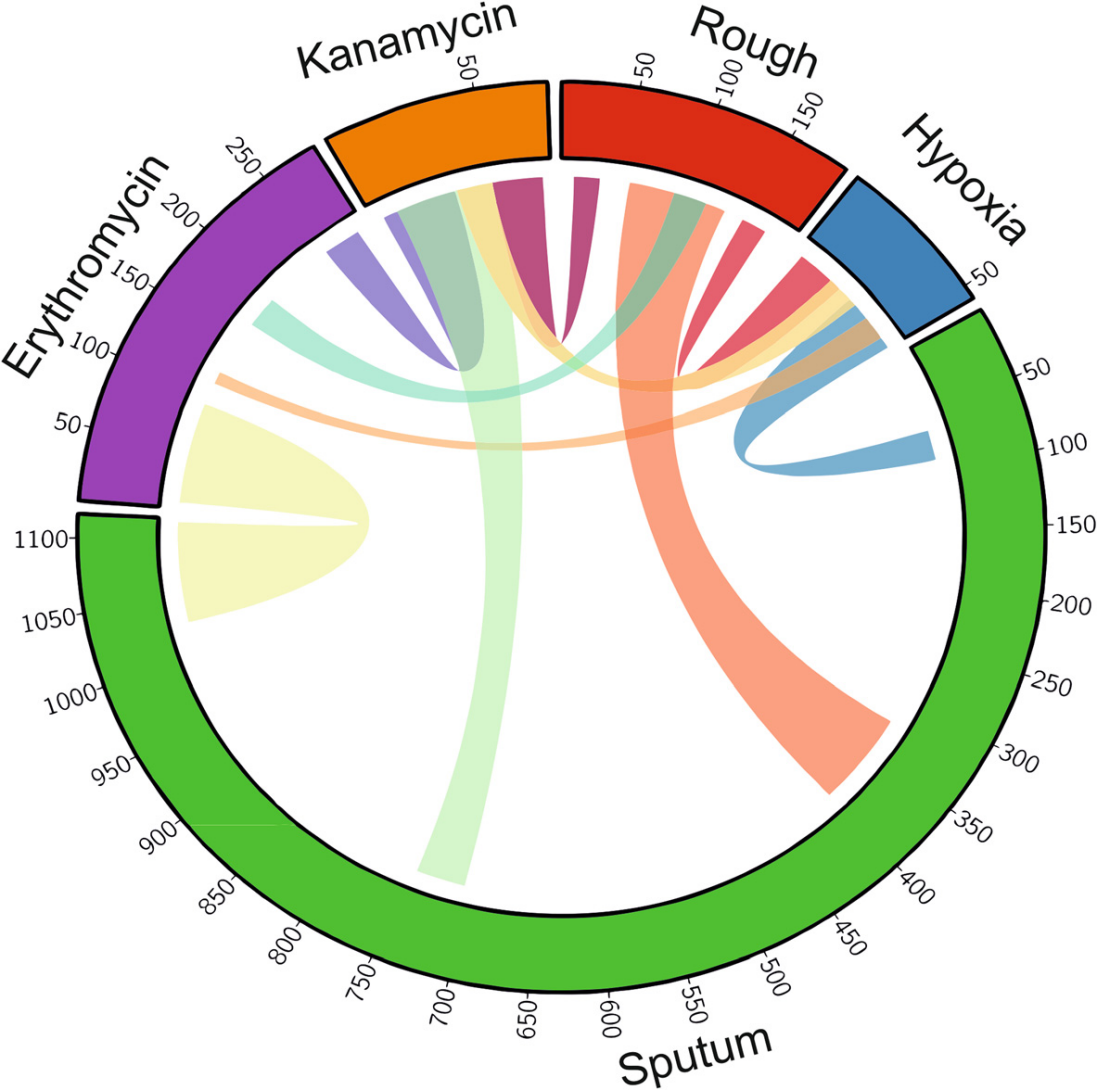
Circos plot illustrating extent of common differentially expressed genes between all tested conditions. The width of each connecting ribbon is directly proportional to the number of shared genes between conditions on either end of the ribbon; the proportion of the circumference of the circle covered by a given treatment condition is directly proportional to the number of differentially expressed genes for that condition

Our comparisons reveal some significant overlaps and number of interesting sub-networks that span differing conditions. We find 43 % (22 of 51) of the hypoxic response including the entire DosR regulon is up-regulated in MAB strains with a Rough morphotype, a link that is pronounced in clinical strains with the potential for persistence [35]. Constitutive up-regulation of the DosR regulon in the W-Beijing Lineage of *M. tuberculosis* is thought to confer an adaptive advantage for growth in microaerophilic or anaerobic environments [36]. In contrast, although the hypoxic response and sputum shares a greater overlap (49 % 25/51) only *devR & devS* from the DosR regulon are up-regulated indicating short exposure to SCFM2 does not induce the hypoxic response and that *devR & devS* may be induced for reasons other than hypoxia. This is in keeping with our findings that points towards a metabolic adaptation to a restriction in the diversity of carbon sources upon SCFM2 exposure but missing a clear signature of anaerobic growth. Both antibiotic exposures included induction of the transcriptional regulator *whiB7* (MAB_3508c) alongside the alleviation of a number of TetR transcriptional repressors (MAB_4647/MAB_4687/MAB_2957c). In MTB WhiB7 is induced by both antibiotics and acts in conjunction with the primary sigma factor SigA to activate a discreet regulon of 12 genes controlling intrinsic antibiotic resistance [37]. MAB has 8 homologs of the MTB WhiB7 regulon including *erm41* (MAB_2297), a homolog of the multidrug efflux pump *tap* (MAB_1409c) and a putative macrolide transporter (MAB_1846). In addition to *whib7* up-regulation, erythromycin exposure induced a large majority (7/8) of the MAB homologs of the WhiB7 regulon indicative of an evolutionarily conserved WhiB7 driven response to macrolides. *whiB7* in MAB is also induced in response to sub-inhibitory concentrations of the aminoglycoside amikacin [38] and is the second most strongly induced gene in response to kanamycin exposure. Intriguingly however, in response to kanamycin exposure only two of the 8 MAB homologs of the Whib7 regulon, *whib7* and the putative macrolide transporter MAB_1846 were induced. This uncoupling of WhiB7 induction from upregulation of its predicted regulon was also evident in response to SCFM2 where, despite the large number of differentially expressed genes and a strong induction of *whiB7,* MAB homologs of its regulon were largely unaffected. One of the strongest induced operons in response to both antibiotics MAB_0357c & MAB_0356c encodes a delta-aminolevulinic acid dehydratase (ALAD) and a S-isoprenylcysteine methyltransferase (*mddA*), respectively. MddA has been shown to catalyze production of the volatile compound dimethyl sulphide (DMS) which has been used as a volatile biomarker for differentiating between the growth of different mycobacterial species [39].

### Expression of novel sORFs across different conditions

We looked at expression patterns for the novel sORFs identified by ribosomal profiling across the different conditions (Fig. 5 & Additional file 5: Dataset S3). Their expression patterns overall mirrored those of the remainder of the genome with the majority being down-regulated in response to SCFM2 while much smaller numbers were mostly up-regulated in response to the remaining conditions. Highly up-regulated sORFs (MAB_5038c & MAB_5039c) are in proximity to *whiB7,* which is up-regulated in response to all conditions tested except hypoxia.

**Fig. 5:**
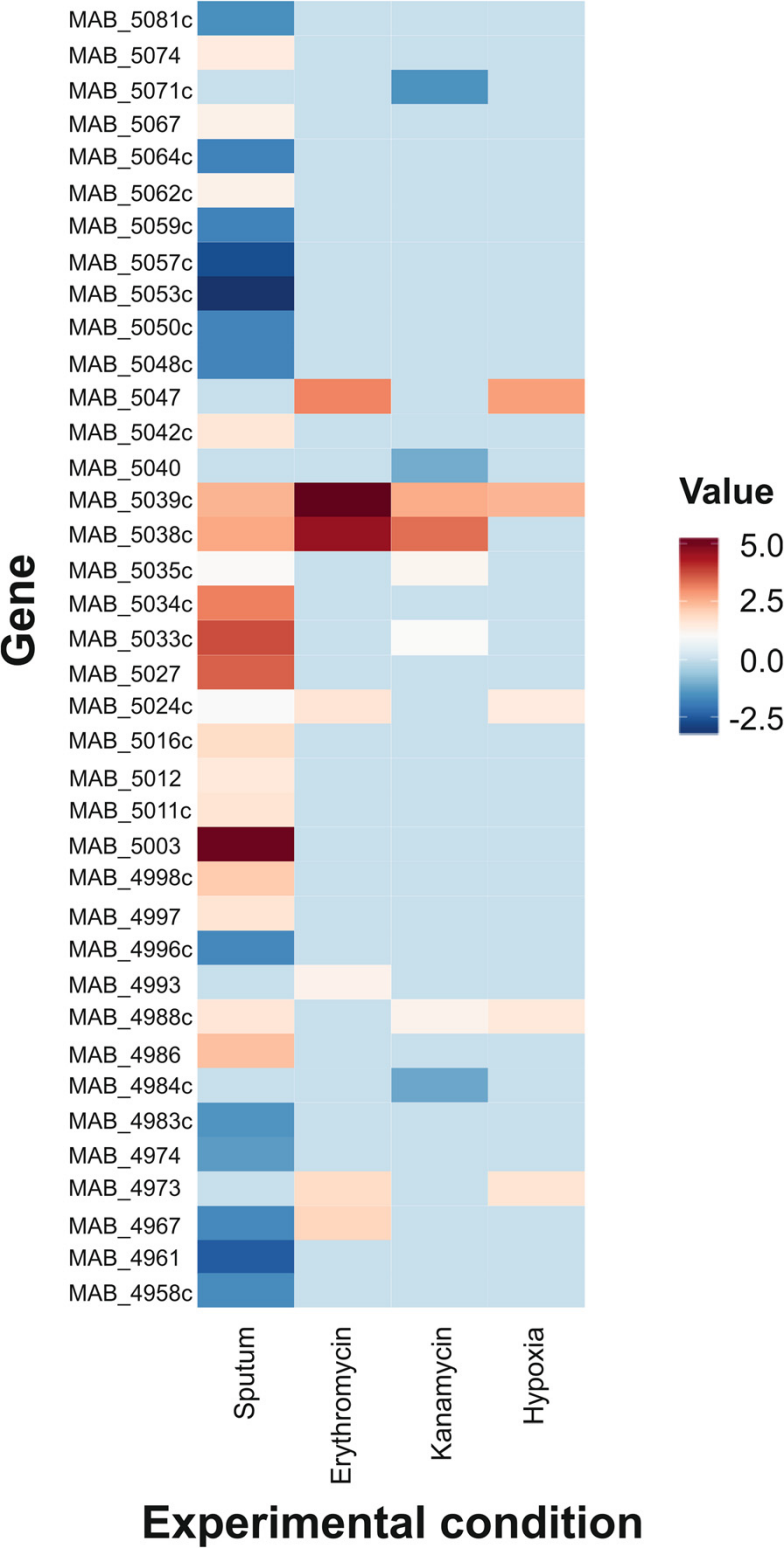
Heat map of gene expression values for novel ORFs in following tested conditions: growth in an artificial sputum, exposure to erythromycin or kanamycin, hypoxia. The color bar corresponds to a range of gene expression values from -2.5 to 5

## Conclusions

Central to understanding the functional networks that contribute to adaptation and persistence in MAB is a well-characterized genome coupled with rich genome-wide functional genomics datasets. It’s clear from our data that the complexity of the MAB genome is only modestly represented by current automated annotations of its coding regions. We demonstrate the presence of many novel sORFs with coding and regulatory potential and identify internal TSS as a potential source of protein isoforms. Our Ribo-seq data illustrates that many non-coding RNAs, including regulatory and antisense RNAs, are ribosomally protected. As they lack clear evidence of translation their presence means that these antisense RNAs are competing kinetically with the ribosome for access to the same region of the nascent target RNA. Functional regulatory RNAs are difficult to detect in mycobacteria due to the pervasiveness of transcription initiation [40] and identification of RNAs that are ribosomally protected may provide better evidence of their being functional than TSS or RNA-seq alone. We also looked to expand the amount of condition specific transcriptomics data, as despite individual gene association studies, there is almost no genome-wide functional genomics data available for MAB. Such data are necessary to refine and progress beyond a reliance on interpreting MAB biology through the prism of shared orthologs with mycobacteria such as MTB, which has extensive systems-wide datasets (www.tbdb.org). Therefore we profiled MAB response to a number of biologically relevant exposures that have either been experimentally characterized or for which some comparable data is available from other species [12, 16, 22]. In doing so we characterize the *M. abscessus* hypoxic response and the role of the evolutionarily conserved DosR regulon therein. Our data lends greater weight to DosR regulon’s constitutive up-regulation in strains of the Rough morphotype as it may confer an adaptive advantage for survival in the hypoxic CF lung environment. We identify for the first time numerous antibiotic resistance genes up-regulated in response to erythromycin and kanamycin exposure including antibiotic modification enzymes, efflux pumps and the redox sensitive WhiB7 transcriptional regulator. Unexpectedly we find that although *whiB7* and its predicted regulon in MAB are both induced in response to erythromycin this link appears clearly uncoupled in response to other antibiotics and stresses. Given the diversity of WhiB7 activators and its important role in inducible antibiotic resistance this deserves further study. Comparison with transcriptional data from other CF pathogens clearly indicates a convergence in metabolic strategies towards adaption to the CF lung [12, 23, 32]. Our analysis also shows that the response to SCFM2 triggers the activation of metabolic pathways that are required in MTB for growth in human macrophages and pave the way for the development of persistence [22]. Our analysis therefore offers insights into how MAB may transcriptionally adapt long-term to the CF lung and the nutrient limited conditions that prevail within human macrophages. Given what little is known about MAB’s strategies for adaptation and survival, such knowledge is essential for developing new strategies to treat it.

## Methods

Detailed experimental procedures are provided in Additional file 4: Document S1 in the supplemental material.

As the work was carried out on bacterial cultures the authors state that no ethical approval was required for any aspect of this study.

### Bacterial culture conditions

*M. abscessus* ATCC19977 cultures were grown in Middlebrook 7H9 medium (supplemented with 10 % albumin-dextrose-catalase solution, 0.5 % glycerol and 0.05 % Tween-80). When indicated, diethylenetriamine/nitric oxide (DETA/NO) adduct (final concentration of 50 μM), kanamycin or erythromycin (final concentration of 1 μM) were added to the culture media. For growth in an enhanced artificial sputum medium (SCFM2) bacterial cultures were washed with phosphate buffered saline solution (PBS) and then transferred to SCFM2 medium.

### RNA isolation and preparation of samples for high throughput sequencing

RNA was isolated as described earlier using Qiagen miRNeasy kit with double DNase treatment [35]. Sample preparation for dRNAseq and TSS sequencing was carried out by Vertis Biotechnologie AG [40]. For RNA-seq, ribosomal RNA was removed using RiboZero (Epicentre), cDNA libraries were generated with the TruSeq Stranded RNA kit and validated according to manufacturer’s instructions (Illumina Inc.). For ribosome profiling, translation was arrested with 100 mg/mL chloramphenicol, bacteria were recovered, suspended in lysis buffer (100 mg/mL chloramphenicol, 70 mM KCl, 10 mM MgCl2, 10 mM Tris-HCl [pH 7.4]) and physically disrupted. The clarified lysates were digested with MNase and RNaseI. Ribosome protected fragments were prepared for high throughput sequencing according to a protocol reported elsewhere [41]. Samples were sequenced on either a MiSeq System (Illumina Inc.) with a 150 bp single end read mode or a HiSeq 2500 in a 50 bp single read format.

### Reads mapping

Following removal of sequencing adapters and quality control, all ribosome profiling and RNA-seq reads were mapped to the *Mycobacterium abscessus* ATCC 19977 genome sequence (RS: NC_010397, GB: CU458896) using Bowtie 1.1.1. Ribosome profiling and RNA-seq datasets were deposited into NCBI’s Gene Expression Omnibus (GEO) (accession numbers: GSE78787 and GSE72996).

### Whole proteome analysis and tryptic peptide mapping

Recovered bacterial pellets were washed with ice-cold PBS, suspended in protein lysis buffer (100 mM Tris-HCl pH 7.8, 50 mM KCl, 0.5 mM DTT and 6 M urea) and physically disrupted. Clarified total cell lysate was reduced with dithiothreitol (DTT), alkylated with iodoacetamide and subjected to overnight trypsin digestion (Pierce Biotechnology Inc.). Resulting tryptic peptides were desalted by solid phase extraction with C18 ZipTips (Millipore Corporation) and analysed on a Thermo Scientic Q Exactive mass spectrometer connected to a Dionex Ultimate 3000 (RSLCnano) chromatography system.

Tryptic peptides were aligned to the *Mycobacterium abscessus* ATCC 19977 genome sequence (RS: NC_010397, GB: CU458896) using a database search approach implemented in PEAKS 6.0 proteomics software. A parent mass error tolerance of 6.0 ppm was used in conjunction with a maximum of 2 missed cleavages along with one non-specific cleavage.

## Abbreviations

DE, differentially expressed; MAB, *Mycobacterium abscessus*; SCFM, synthetic cystic fibrosis sputum; TSS, transcriptional start site

## Additional files

Additional file 1: Dataset S1. Full list of experimental TSSs identified in *M. abscessus*, with motifs identified within their promoter regions. (XLSX 753 kb) Additional file 2: Dataset S2. List of all annotated genomic features and newly identified elements together with their mapped TSSs and expression levels (transcriptome, translatome and proteome). (XLSX 713 kb) Additional file 3: Figure S1. Nucleotide and amino acid sequence alignments of MAB_4988c (*M. abscessus*), MAP_2636 (*M. avium*), MMAR_4306 (*M. marinum*) and RVBD_1144Ac (*M. tuberculosis* H37Rv). (DOCX 874 kb) Additional file 4: Document S1. Detailed experimental procedures. (DOCX 30 kb) Additional file 5: Dataset S3. List of differentially expressed genes (including new CDS) in four experimental conditions: hypoxia, exposure to erythromycin, exposure to kanamycin and growth in artificial sputum medium. (XLSX 99 kb) Additional file 6: Figure S2. Enrichment of functional categories among differentially expressed genes in response to antibiotic treatment. (DOCX 80 kb) Additional file 7: Table S1. List of genes with predicted roles in mediating antibiotic resistance which are differentially expressed upon antibiotic exposure. (DOCX 12 kb) Additional file 8: Table S2. List of genes encoding predicted membrane transporters which are differentially expressed upon antibiotic exposure.

# Supplementary material for: Functional characterization of the Mycobacterium abscessus genome coupled with condition specific transcriptomics reveals conserved molecular strategies for host adaptation and persistence
**Source:** BMC Genomics. 2016 Aug 5;17:553. doi: 10.1186/s12864-016-2868-y
**Supplement:** Additional file 3: Figure S1. — Nucleotide and amino acid sequence alignments of MAB_4988c (M. abscessus), MAP_2636 (M. avium), MMAR_4306 (M. marinum) and RVBD_1144Ac (M. tuberculosis H37Rv).

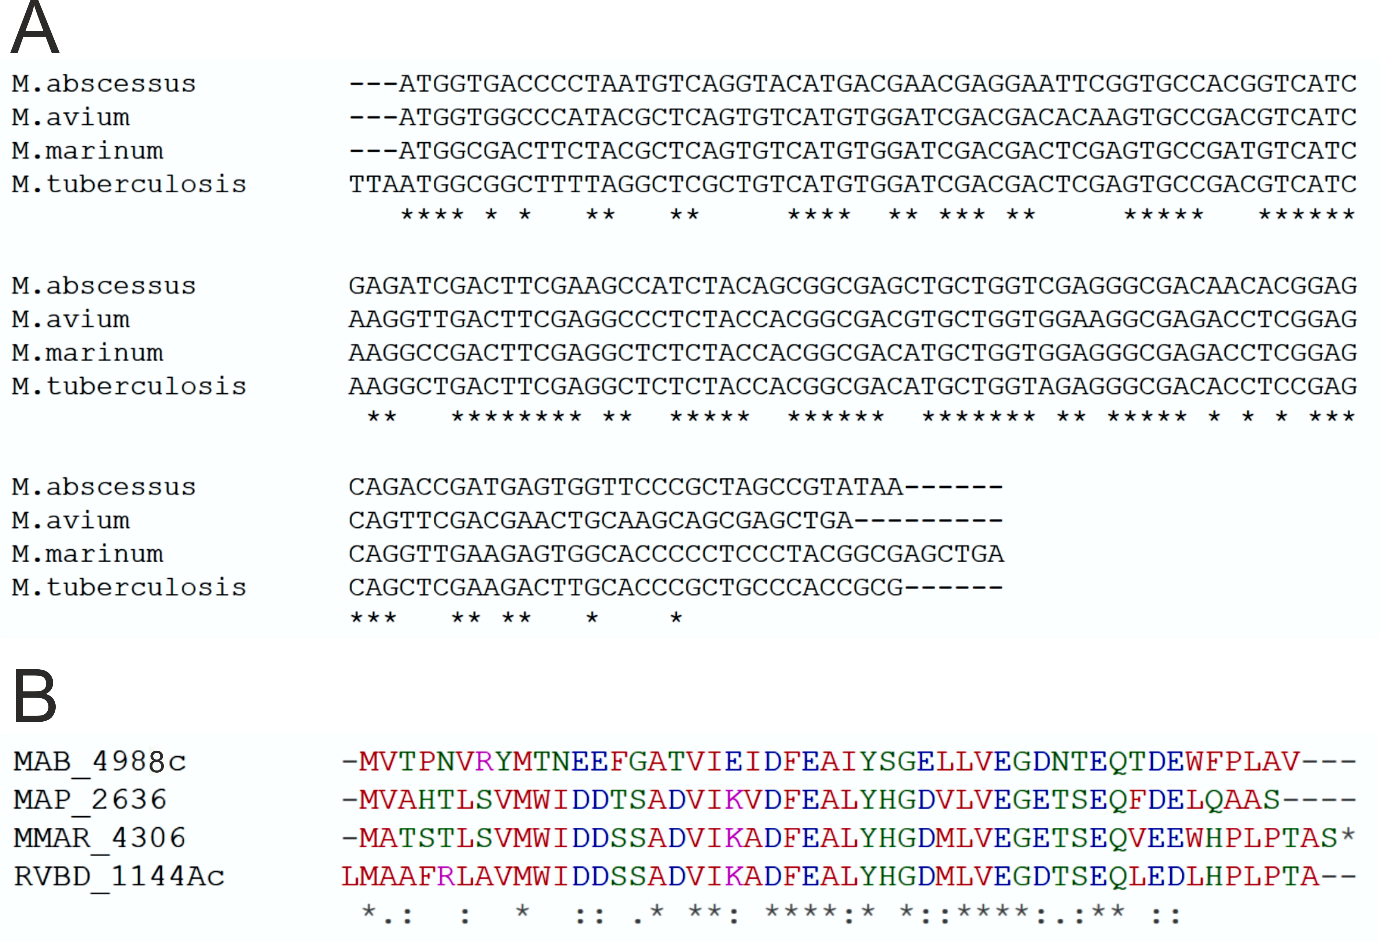

**Additional file 3: Figure S1.** Alignment of A) nucleotide sequences and B) amino acid sequences of *M. abscessus* MAB_4988c identified in this study and corresponding sequences of MAP_2636 (*M. avium*), MMAR_4306 (*M. marinum*) and RVBD_1144Ac (*M. tuberculosis* H37Rv). Sequence conservation is given below each alignment.

# Supplementary material for: Functional characterization of the Mycobacterium abscessus genome coupled with condition specific transcriptomics reveals conserved molecular strategies for host adaptation and persistence
**Source:** BMC Genomics. 2016 Aug 5;17:553. doi: 10.1186/s12864-016-2868-y
**Supplement:** Additional file 4: Document S1. — Detailed experimental procedures.

**Additional file 4**

**Supplemental Experimental Procedures**

**Bacterial culture conditions**

For each set of experiments triplicate *M. abscessus* ATCC19977 cultures were grown in Middlebrook 7H9 medium (supplemented with 10% albumin-dextrose-catalase solution, 0.5% glycerol and 0.05 % Tween-80) with continuous shaking at 37 ᵒC. To construct a multi-layered expression map bacterial cultures were grown to OD600 = 0.8, then split into three aliquots and subsequently prepared for RNAseq, ribosome profiling and whole proteome analyses.

To induce hypoxia, a 40 min pulse of diethylenetriamine/nitric oxide (DETA/NO) adduct was applied (final concentration of 50 μM) [1]. For antibiotics treatment, kanamycin or erythromycin was added to the culture media to a final sub-inhibitory concentration of 1 µM and cultures were propagated for 1 h [2,3]. To test bacterial response to conditions resembling environment of a cystic fibrosis lung, following 3 washes in phosphate buffered saline (PBS), bacteria were transferred to an enhanced artificial sputum medium [4] and incubated for 3 h. All experiments were carried out using triplicate cultures and were compared to not-treated cultures grown in standard Middlebrook 7H9 medium.

**RNA isolation and RNAseq sample preparation**

Bacteria recovered by centrifugation were treated with Trizol (Sigma Aldrich) and physically disrupted with 0.1 mm zirconia-silica beads using MagNA Lyzer (2 pulses, 30 s each) (Roche Diagnostics Ltd.). Following chlorophorm/isopropanol precipitation, DNA was removed by 30 min digestion with Turbo DNase (Ambion). RNA was isolated using miRNeasy spin columns with an additional on-column DNase treatment, according to manufacturer’s instructions (Qiagen). RNA was quantified using NanoDrop 1000 spectrophotometer (Thermo Scientific) and sample quality was assessed using RNA Nano Chip on a Bioanalyzer 2100 instrument. Total RNA was treated with RiboZero (Epicentre) to deplete ribosomal RNA. Sequencing libraries were generated with the TruSeq Stranded RNA kit according to manufacturer’s instructions (Illumina Inc.). High Sensitivity DNA chip on Bioanalyzer 2100 (Agilent) was used to determine library quality, while the concentration was determined using Qubit dsDNA HS assay (Thermo Fisher). For the multi-layered map cDNA libraries were sequenced on the MiSeq System (Illumina Inc.) with a 150 bp single end read mode in house. For the transcription profiling of bacteria exposed to stress conditions samples were sequenced on a HiSeq 2500 by Michigan State University in a 50 bp single read format.

**dRNAseq**

Sample preparation and TSS sequencing was carried out by Vertis Biotechnologie AG as previously reported [5]. Briefly, prior to library construction, half of each RNA sample was treated with Terminator 5'-Phosphate-Dependent Exonuclease (TEX), an enzyme which specifically degrades processed RNA transcripts carrying a single 5' phosphate group, leaving only primary transcripts carrying a tri-phosphate at the 5' end. The other half of each RNA sample was left untreated, and hence was not enriched for primary transcripts. All RNA was then converted to cDNA for library preparation and sequenced on an Illumina Genome Analyser IIx (GA IIx).

**Ribosome profiling**

To arrest translation bacterial cultures were treated with 100 mg/mL chloramphenicol and then spun down (10 min at 4000 x g). The bacterial pellets were suspended in lysis buffer (100 mg/mL chloramphenicol, 70 mM KCl, 10 mM MgCl2, 10 mM Tris-HCl [pH 7.4]) and physically disrupted by two passages through a French Press (10,000 psi), followed by centrifugation to remove intact cells and cellular debris. The clarified lysates were digested with MNase and RNaseI. Ribosome protected fragments were recovered by sedimentation through a 1 M sucrose cushion, size selected by gel purification and prepared for high throughput sequencing [6]. 

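A ribosome covers a short stretch of the RNA it translates, and nucleases digest the RNA on either side of it. The recovered fragments therefore mark where ribosomes sat after the culture had been treated with chloramphenicol and spun down. Without an untreated library, these positions cannot be told apart from positions that the treatment changed. Sedimentation through a sucrose cushion collects whatever is heavy enough to pass it, which includes ribosomes and other large RNA-protein complexes. The deposited depth files count each base of a mapped fragment, and the depth divided by the number of reads on CDS gives 29.2 and 30.6 bases per read in the Ribo-seq libraries 1 and 2, against 88.8 and 90.2 in the RNA-seq libraries.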

Briefly, 3’ termini of ribosome protected fragments were dephosphorylated with polynucleotide kinase (PNK, New England Biolabs) allowing for ligation of a 3’ RNA TruSeq small RNA adapter (Illumina Inc.). The 5’ termini were then phosphorylated by PNK and 5’ RNA TruSeq small RNA adapter was ligated. Following reverse transcription, the ribosome protected fragments were amplified by PCR and PCR products of expected size were purified from a Tris-Borate-EDTA gel. After quality control on Bioanalyzer 2100 and library quantification, samples were sequenced on the HiSeq 2500 System in a 50 bp single end read mode.

**Whole proteome analysis**

Bacterial pellets were recovered by 10 min centrifugation at 4000 x g. Following three washes with ice-cold PBS, samples were resuspended in protein lysis buffer (100 mM Tris-HCl pH 7.8, 50 mM KCl, 0.5 mM DTT and 6 M urea) and physically disrupted using 0.1 mm zirconia-silica beads in MagNA Lyzer (Roche Diagnostics). After a brief centrifugation total cell lysates were collected and protein concentration was determined using DC Protein Assay (BioRad). 1 mg of total protein was reduced with dithiothreitol (DTT) and alkylated with iodoacetamide, followed by removal of unreacted alkylating reagent with DTT. Diluted samples were subjected to overnight trypsin digestion (Pierce Biotechnology Inc.). The reactions were stopped by decreasing the pH to < 6 with concentrated acetic acid. Tryptic peptides from 10 µl aliquots of the digests were desalted by solid phase extraction with C18 ZipTips (Millipore Corporation) and eluted in 50% acetonitrile.

The samples were run on a Thermo Scientic Q Exactive mass spectrometer connected to a Dionex Ultimate 3000 (RSLCnano) chromatography system. Tryptic peptides were resuspended in 0.1% formic acid. Each sample was loaded onto a fused silica emitter (75 m ID, pulled using a laser puller (Sutter Instruments P2000)), packed with Reprocil Pur C18 (1.9 µm) reverse phase media and was separated by an increasing acetonitrile gradient over 90 minutes at a low rate of 250 nl/min. The mass spectrometer was operated in positive ion mode with a capillary temperature of 320 ᵒC, and with a potential of 2300V applied to the frit. All data was acquired with the mass spectrometer operating in automatic data dependent switching mode. A high resolution (70,000) MS scan (300-1600 m/z) was performed using the Q Exactive to select the 12 most intense ions prior to MS/MS analysis using HCD.

**Transcription Start Site (TSS) mapping**

TSS locations were identified by using a custom Perl script to compare the 5' read depths of enriched primary transcripts (TEX+ library) relative to unenriched total transcripts (TEX- library). The coordinates of the 5' ends of all uniquely mapped TEX+ library reads were determined, and the TEX+/TEX- read ratios were calculated at each position in the genome. Sites with a significant enrichment of TEX+ to TEX- reads (i.e. an enrichment of primary transcripts) were considered candidate TSSs. These were then annotated, using custom Python scripts, according to their locations relative to annotated genes.

**Reads mapping**

All ribosome profiling and RNA-seq reads were trimmed for Illumina Truseq adapters and subsequently mapped to the *Mycobacterium abscessus* ATCC 19977 genome sequence (RS: NC_010397, GB: CU458896) using Bowtie 1.1.1 [7]. The sequencing data described in this report have been submitted to the NCBI gene expression omnibus (GEO) under accession numbers GSE78787 and GSE72996.

**Differential gene expression**

A custom annotation file, containing annotated and novel coding regions, as well as known mycobacterial sRNAs, was compiled, and read counts per gene were obtained using a custom Python script in combination with SAMtools [8]. The EdgeR Bioconductor package [9] was then used to perform estimation of gene-wise dispersion and differential expression analysis using the exact test. Multiple testing correction was implemented using the Benjamini-Hochberg approach.

**Clusters of Orthologous Groups (COG) enrichment analysis**

Annotation of M. abscessus genes according to COG category was performed by sequence homology using the WebMGA database [10]. The numbers of DE and non-DE genes in each category were then calculated, and enrichment analysis for each category was carried out using the chi-squared test of independence of variables in Python. Multiple testing correction was implemented in R following the method of Benjamini and Hochberg.

**CDS mapping**

Both ribosome profiling read density and the LC-MS-derived tryptic peptides were mapped to the *Mycobacterium abscessus* ATCC 19977 genome sequence. 

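RPKM divides the reads on a CDS by its length and by the library total, so one threshold stands for a different number of reads in each library. The median CDS had an RPKM of 4.19 and 4.85 in the Ribo-seq libraries 1 and 2, just below the threshold of 5, and of 15.0 and 29.2 in the RNA-seq libraries. For 1999 CDS, the RPKM listed in Dataset S2 could be compared with the deposited counts: pooling the reads of both libraries over their pooled totals gives a value within 1 % of the listed one for 99.8 % of the CDS in RNA-seq and 100.0 % in Ribo-seq.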

Using the most up-to-date GenBank annotation (accession number NC_010397) as a reference, an RNA-seq score >= 5 RPKM, a ribosome profiling score >= 5 RPKM and/or the discovery of at least one tryptic peptide found to overlap the coordinates of the CDS was required to identify a given CDS. In order to perform this analysis, the R programming language (3.0.2) [11], the Python programming language (2.7.11) [12], SAMtools (0.1.19-44428cd) [8] and BEDtools (v2.22.0) [13] were extensively used.

**Identification of Putative ORFs**

In order to identify putative coding ORFs, an iterative pipeline was implemented. Specifically, an original compendium of candidate ORFs was generated comprising all intergenic nucleotide sequences beginning with an ATG/GTG codon, terminating at a downstream in-frame stop codon and containing non-zero ribosome profiling footprints. These candidates were then scored using a read-fit measure: specifically, for a given candidate, this was computed by calculating the product of a scaling factor, representing the number of above-background read expression coordinate positions, and the sum of the raw read counts at each coordinate position belonging to the feature's open reading frame. The ability to assign a rank to each putative ORF based on this measure enabled the principled elimination of sub-ORFs as well as candidate ORFs with prohibitively large overlap with other features. In addition, a combination of extra feature analysis such as length, genomic conservation, genomic neighbourhood and further manual curation procedures were utilised in the determination of candidate ORF features.

**Fragment Length Organisation Similarity Score Analysis**

Using the approach introduced in [14], we computed the fragment length organisation similarity score (FLOSS) for CDSs, tRNAs, ncRNAs and putative ORF features. Briefly, the FLOSS for a given genic feature is formed by calculating the sum of the absolute difference of the mean empirical distribution of ribosome profiling read lengths for all CDSs not overlapping non-coding features and the corresponding observed empirical distribution of ribosome profiling read lengths for that genic feature at a range of specified lengths.

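FLOSS compares shapes of length distributions and not amounts of signal. With few reads the shape of a feature is itself uncertain, and sampling noise raises its score, which is why the score is read against the total number of reads. It needs the length of each read on each feature. The processed files at hand hold depth and read counts but no read lengths, and raw reads were not examined, so the score was not computed.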

**LC-MS tryptic peptide mapping**

Tryptic peptides were aligned to the *Mycobacterium abscessus* ATCC 19977 genome sequence (RS: NC_010397, GB: CU458896) using a database search approach implemented in PEAKS 6.0 proteomics software [15]. A parent mass error tolerance of 6.0 ppm was used in conjunction with a maximum of 2 missed cleavages along with one non-specific cleavage.

**Identification of Protein Domains**

Proteins domains for MAB_4937 were identified using SMART [16].

**Visialization Tools**

Visualisation comprising hive plot was generated using method described previously [17]. All circle plots were generated using Circos (0.67-7) [18]. The remaining visualisations were generated using ggplot2 (1.0.0) [19].

Reference List

1. Voskuil MI, Schnappinger D, Visconti KC, Harrell MI, Dolganov GM, Sherman DR *et al*.: **Inhibition of Respiration by Nitric Oxide Induces a *Mycobacterium tuberculosis* Dormancy Program.** *J Exp Med* 2003, **198:** 705-713.

2. Nash KA, Brown-Elliott BA, Wallace RJ: **A Novel Gene, erm(41), Confers Inducible Macrolide Resistance to Clinical Isolates of *Mycobacterium abscessus* but Is Absent from *Mycobacterium chelonae*.** *Antimicrob Agents Chemother* 2009, **53:** 1367-1376.

3. Bernut A, Le Moigne V, Lesne T, Lutfalla G, Herrmann JL, Kremer L: **In Vivo Assessment of Drug Efficacy against *Mycobacterium abscessus* Using the Embryonic Zebrafish Test System.** *Antimicrob Agents Chemother* 2014, **58:** 4054-4063.

4. Turner KH, Wessel AK, Palmer GC, Murray JL, Whiteley M: **Essential genome of *Pseudomonas aeruginosa* in cystic fibrosis sputum.** *Proc Natl Acad Sci U S A* 2015, **112:** 4110-4115.

5. Dinan AM, Tong P, Lohan AJ, Conlon KM, Miranda-CasoLuengo AA, Malone KM *et al*.: **Relaxed Selection Drives a Noisy Noncoding Transcriptome in Members of the *Mycobacterium tuberculosis* Complex.** *mBio* 2014, **5:** e01169-14.

6. Ingolia NT, Brar GA, Rouskin S, McGeachy AM, Weissman JS: **The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments.** *Nat Protoc* 2012, **7:** 1534-1550.

7. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.** *Genome Biol* 2009, **10:** R25.

8. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N *et al*.: **The Sequence Alignment/Map format and SAMtools.** *Bioinformatics* 2009, **25:** 2078-2079.

9. Robinson MD, McCarthy DJ, Smyth GK: **edgeR: a Bioconductor package for differential expression analysis of digital gene expression data.** *Bioinformatics* 2010, **26:** 139-140.

10. Wu S, Zhu Z, Fu L, Niu B, Li W: **WebMGA: a customizable web server for fast metagenomic sequence analysis.** *BMC Genomics* 2011, **12:** 444.

11. R Core Team (2013). R: **A Language and Environment for Statistical Computing**. 2016. R Foundation for Statistical Computing.

12. Python Software Foundation. **Python Language Reference**. <http://www.python.org>. 2016.

13. Quinlan AR, Hall IM: **BEDTools: a flexible suite of utilities for comparing genomic features.** *Bioinformatics* 2010, **26:** 841-842.

14. Ingolia NT, Brar GA, Stern-Ginossar N, Harris MS, Talhouarne GlJS, Jackson SE *et al*.: **Ribosome Profiling Reveals Pervasive Translation Outside of Annotated Protein-Coding Genes.** *Cell Reports* 2014, **8:** 1365-1379.

15. Zhang J, Xin L, Shan B, Chen W, Xie M, Yuen D *et al*.: **PEAKS DB: De Novo Sequencing Assisted Database Search for Sensitive and Accurate Peptide Identification.** *Mol Cell Proteomics* 2012, **11:** M111.

16. Mitchell A, Chang HY, Daugherty L, Fraser M, Hunter S, Lopez R *et al*.: **The InterPro protein families database: the classification resource after 15 years.** *Nucleic Acids Res* 2015, **43:** D213-D221.

17. Krzywinski M, Birol I, Jones SJ, Marra MA: **Hive plots - Rational approach to visualizing networks.** *Briefings in Bioinformatics* 2011.

18. Krzywinski M, Schein J, Birol n, Connors J, Gascoyne R, Horsman D *et al*.: **Circos: An information aesthetic for comparative genomics.** *Genome Res* 2009, **19:** 1639-1645.

19. Wickham Hadley. **ggplot2: Elegant Graphics for Data Analysis**. 2009. Springer-Verlag New York, 2009.

# Supplementary material for: Functional characterization of the Mycobacterium abscessus genome coupled with condition specific transcriptomics reveals conserved molecular strategies for host adaptation and persistence
**Source:** BMC Genomics. 2016 Aug 5;17:553. doi: 10.1186/s12864-016-2868-y
**Supplement:** Additional file 6: Figure S2. — Enrichment of functional categories among differentially expressed genes in response to antibiotic treatment.

**
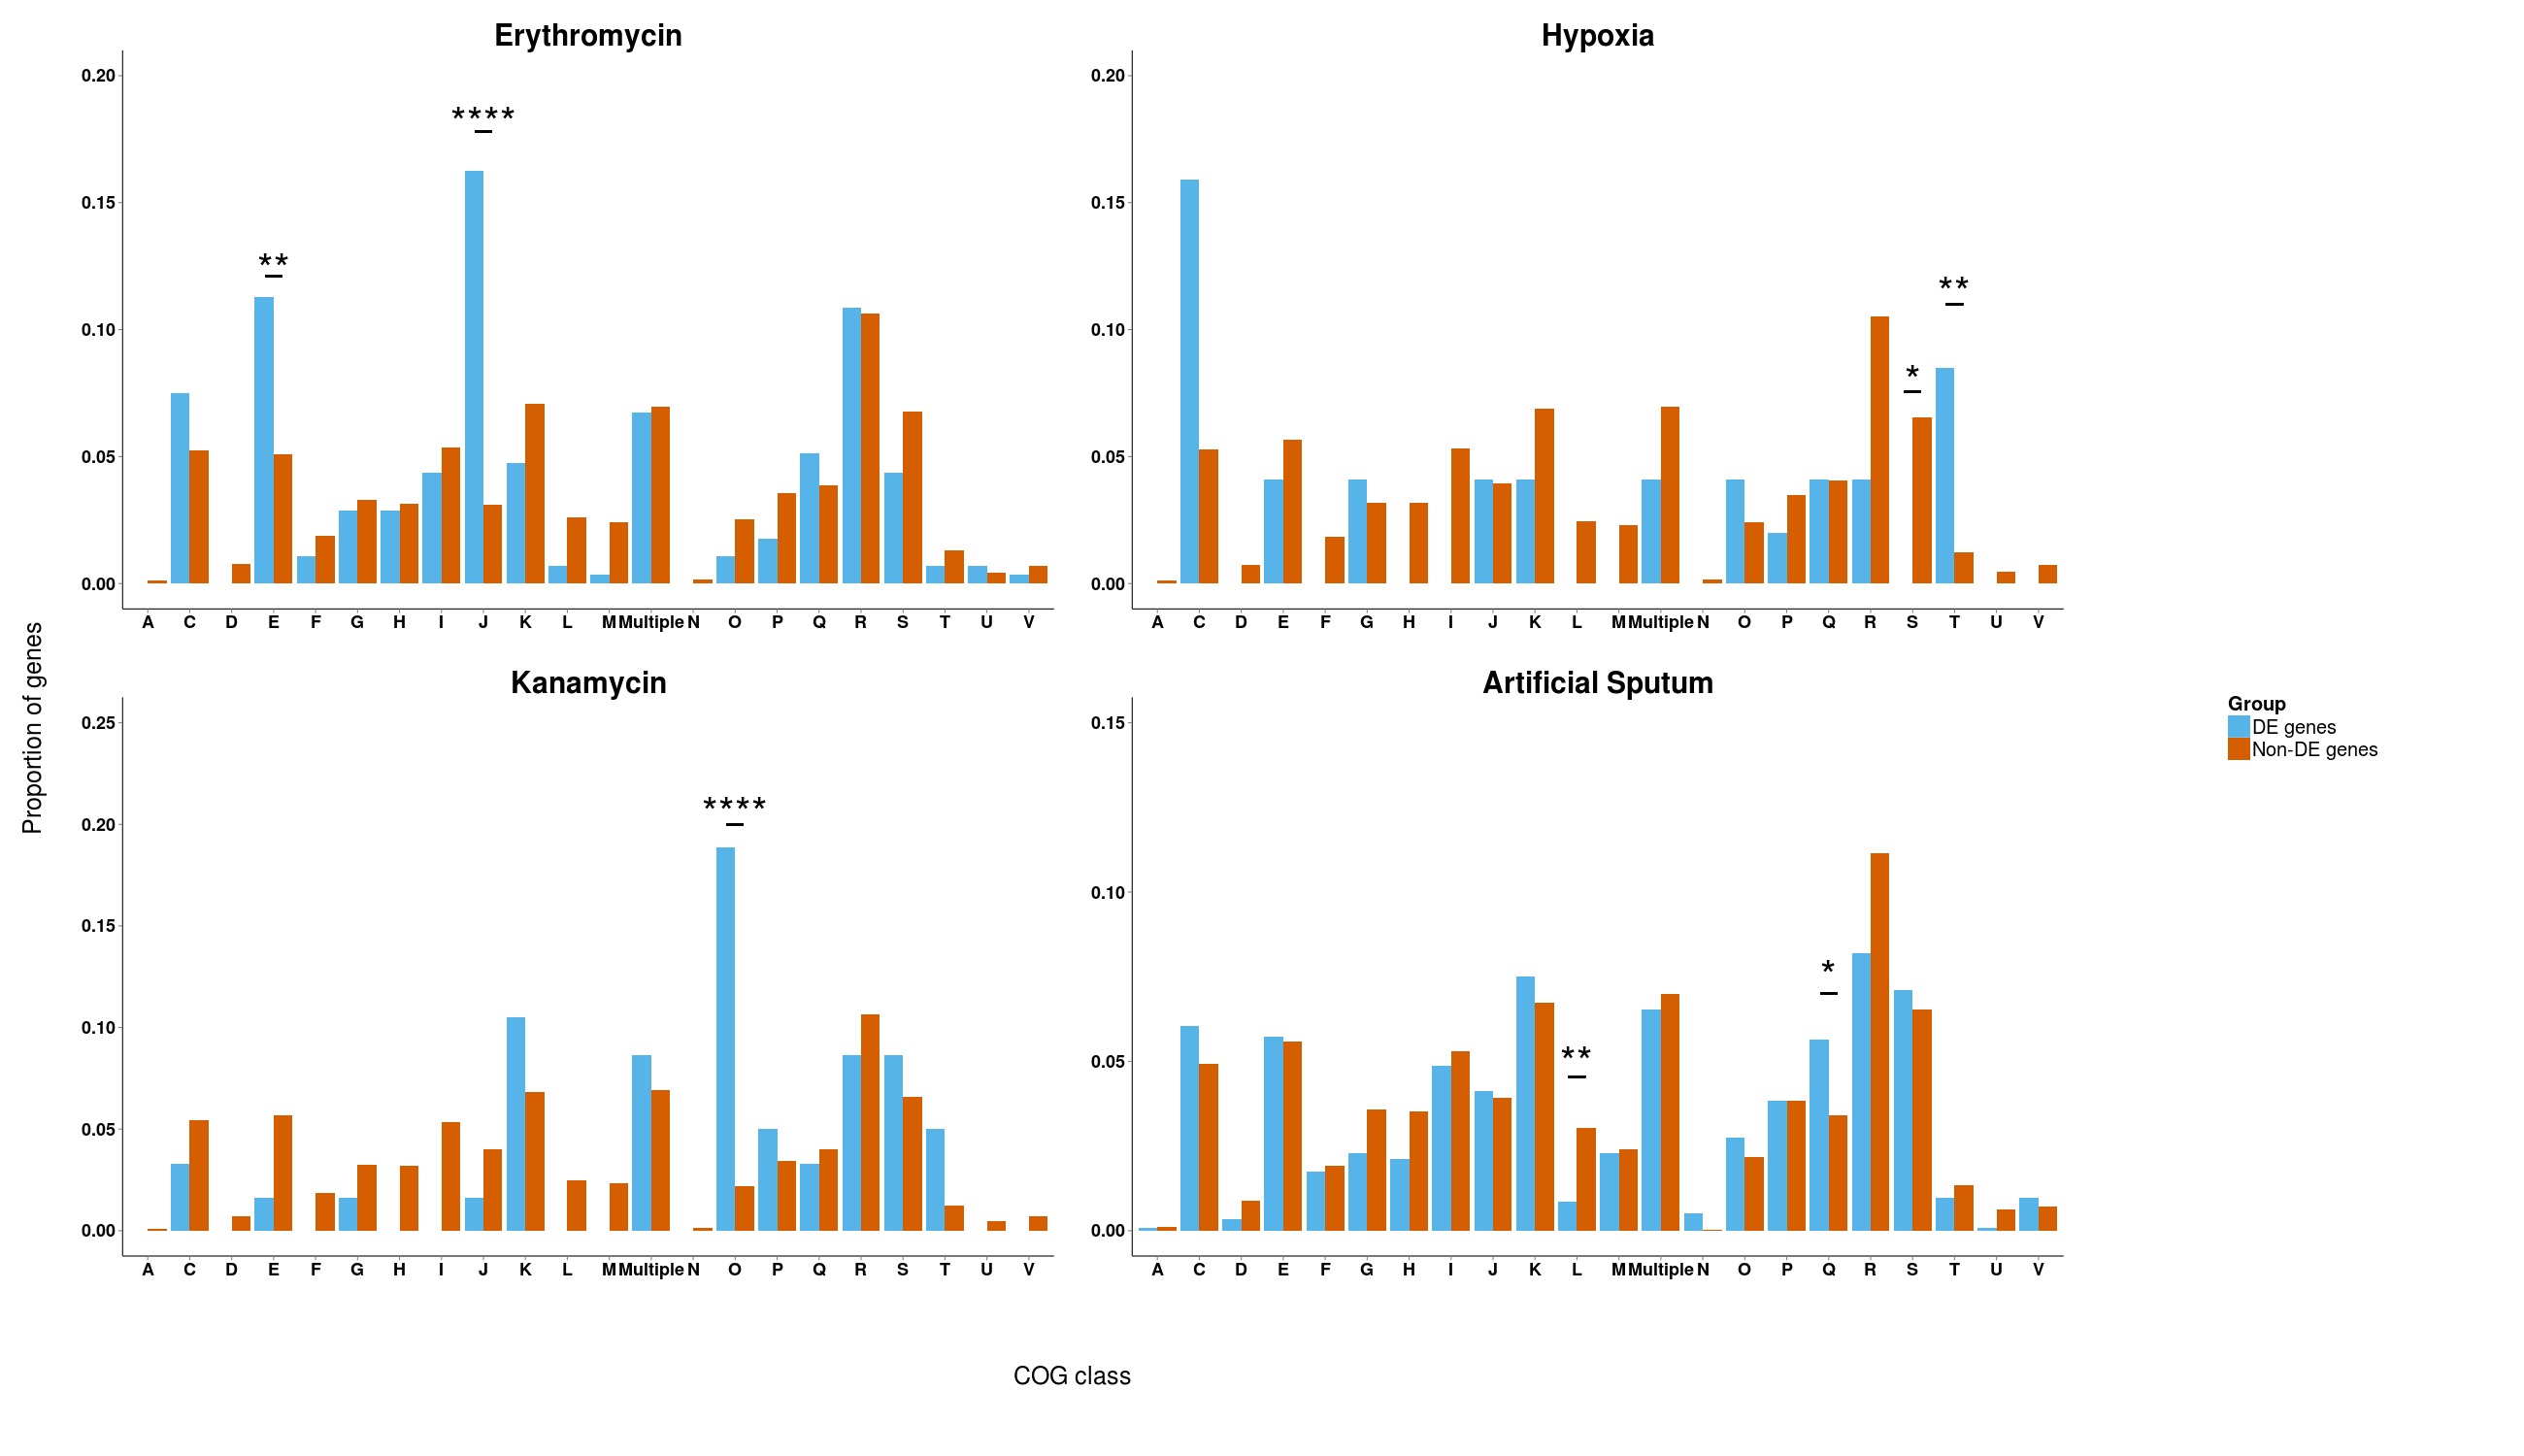
**

**Additional file 6: Figure S2. Enrichment of functional categories among DE genes in response to antibiotic treatment, hypoxia or growth in an artificial CF sputum.** *M. abscessus* genes were classified according to the Clusters of Orthologous Groups (COG) annotation scheme. Bar plots show the proportion of DE (blue) and non-DE (red) genes annotated in each category. The proportions of DE and non-DE genes in each category were compared using the Chi-Squared contingency test in Python, and multiple testing correction was carried out by implementing the Benjamini-Hochberg approach in R. Categories with a significant difference in proportional representation among DE and non-DE genes are indicated with asterisks (** FDR ≤ 0.01, **** FDR ≤ 0.0001).
COG category labels:  A = RNA processing and modification; C = Energy production and conversion; D = Cell cycle control, cell division, chromosome partitioning; E = Amino acid transport and metabolism; F = Nucleotide transport and metabolism; G = Carbohydrate transport and metabolism; H = Coenzyme transport and metabolism; I = Lipid transport and metabolism; J = Translation, ribosomal structure and biogenesis; K = Transcription; L = Replication, recombination and repair; M = Cell wall/membrane/envelope biogenesis; Multiple = Multiple classes; N = Cell motility; None = No assigned COG; O = Posttranslational modification, protein turnover, chaperones; P = Inorganic ion transport and metabolism; Q = Secondary metabolites biosynthesis, transport and catabolism; R = General function prediction only; S = Function unknown; T = Signal transduction mechanisms; U = Intracellular trafficking, secretion, and vesicular transport; V = Defense mechanisms.

# Supplementary material for: Functional characterization of the Mycobacterium abscessus genome coupled with condition specific transcriptomics reveals conserved molecular strategies for host adaptation and persistence
**Source:** BMC Genomics. 2016 Aug 5;17:553. doi: 10.1186/s12864-016-2868-y
**Supplement:** Additional file 7: Table S1. — List of genes with predicted roles in mediating antibiotic resistance which are differentially expressed upon antibiotic exposure.

**Additional file 7: Table S1.** Log fold changes (LogFC) of genes with predicted roles in mediating antibiotic resistance. Non-DE = not differentially expressed under this condition.

| **Gene** | **LogFC** | | **Function** |
| --- | --- | --- | --- |
|  | **Kanamycin** | **Erythromycin** |  |
| MAB_0163c | 1.06 | 3.38 | Probable phosphotransferase |
| MAB_0880 | Non-DE | 2.36 | hypothetical protein |
| MAB_1395 | Non-DE | 2.47 | Probable multidrug resistance transporter, Bcr/CflA family |
| MAB_1396 | Non-DE | 1.89 | Probable drug resistance transporter, EmrB/QacA subfamily |
| MAB_1409c | Non-DE | 3.11 | Putative drug antiporter protein precursor (Tap) |
| MAB_1846 | 1.37 | 2.04 | Putative ABC transporter ATP-binding protein |
| MAB_2297 | Non-DE | 2.70 | Probable methyltransferase (erm41) |
| MAB_2355c | Non-DE | 2.95 | Putative ABC transporter ATP-binding protein |
| MAB_2396 | Non-DE | 1.49 | Probable acetyltransferase |
| MAB_2622c | Non-DE | -1.05 | Branched-chain amino acid ABC transporter (LivF) |
| MAB_2780c | Non-DE | 2.13 | Putative transporter |
| MAB_2958 | -2.07 | -1.26 | Putative transmembrane-transport protein |
| MAB_2989 | Non-DE | 2.15 | Probable chloramphenicol acetyltransferase |
| MAB_3372 | Non-DE | -1.06 | Putative transcriptional regulator, TetR family |
| MAB_3891c | 1.28 | Non-DE | Probable transcriptional regulator, LuxR family |
| MAB_4395 | Non-DE | 2.00 | Aminoglycoside 2'-N-acetyltransferase |
| MAB_4687 | -1.09 | -1.24 | Putative transcriptional regulator, TetR family |
| MAB_4837c | 1.19 | 4.32 | Possible phosphotransferase |

# Supplementary material for: Functional characterization of the Mycobacterium abscessus genome coupled with condition specific transcriptomics reveals conserved molecular strategies for host adaptation and persistence
**Source:** BMC Genomics. 2016 Aug 5;17:553. doi: 10.1186/s12864-016-2868-y
**Supplement:** Additional file 8: Table S2. — List of genes encoding predicted membrane transporters which are differentially expressed upon antibiotic exposure.

**Additional file 8: Table S2.** Log fold changes (LogFC) of genes encoding predicted membrane transporters which are DE upon antibiotic exposure. Non-DE = not differentially expressed in this condition. APC = Amino Acid-Polyamine-Organocation, ABC = ATP-binding cassette, DMT = Drug/Metabolite Transporter, MFS = Major Facilitator Superfamily, MmpL = Mycobacterial membrane protein Large, NRAMP = Metal Ion (Mn^2+^-iron) Transporter, GAP = Peptidoglycolipid Addressing Protein, Rhtp = Resistance to Homoserine/Threonine

| **Gene** | **LogFC** | | **Transporter type** |
| --- | --- | --- | --- |
|  | **Kanamycin** | **Erythromycin** |  |
| MAB_3829c | Non-DE | -1.02 | APC |
| MAB_4323 | Non-DE | 1.32 | APC |
| MAB_1007c | Non-DE | -1.22 | ABC |
| MAB_1008c | Non-DE | -1.08 | ABC |
| MAB_1009c | Non-DE | -1.13 | ABC |
| MAB_1846 | 1.37 | 2.04 | ABC |
| MAB_2177 | 1.11 | 1.96 | ABC |
| MAB_2355c | Non-DE | 2.95 | ABC |
| MAB_2622c | Non-DE | -1.05 | ABC |
| MAB_4155c | -1.05 | Non-DE | ABC |
| MAB_4564c | Non-DE | -1.14 | ABC |
| MAB_4566c | Non-DE | -1.18 | ABC |
| MAB_0677c | 1.44 | 2.65 | DMT |
| MAB_0766 | 1.33 | 4.16 | DMT |
| MAB_2640c | Non-DE | 1.04 | DMT |
| MAB_3180 | Non-DE | 1.53 | DMT |
| MAB_3762 | Non-DE | 1.05 | DMT |
| MAB_0880 | Non-DE | 2.36 | MFS |
| MAB_1395 | Non-DE | 2.47 | MFS |
| MAB_1396 | Non-DE | 1.89 | MFS |
| MAB_1409c | Non-DE | 3.11 | MFS |
| MAB_2273 | 1.39 | 3.70 | MFS |
| MAB_2780c | Non-DE | 2.13 | MFS |
| MAB_2958 | -2.07 | -1.26 | MFS |
| MAB_4716c | -1.31 | Non-DE | NRAMP |
| MAB_2275 | Non-DE | 1.20 | MmpL |
| MAB_4698 | Non-DE | -1.27 | GAP |
| MAB_3913 | Non-DE | 2.53 | RhtB |

How the deposited data were processed for this re-analysis (not part of the article)

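The files cover 2 Ribo-seq and 2 RNA-seq libraries of *M. abscessus* in logarithmic phase. The authors trimmed the adapters, mapped the reads to the reference chromosome with Bowtie and deposited 3 kinds of values for each library. The deposited counts are whole numbers of reads per annotated CDS, tRNA or rRNA, without normalization. The deposited RPKM values divide each count by the feature's length in kilobases and by the library total, and that total, recovered from count, length and RPKM, includes rRNA reads and reads outside features. The deposited coverage signal is the depth at each position of each strand, not scaled for library size, in which each base of a read is counted. The handling of reads that match several positions is not stated. Library totals were 20572401, 10597011, 5215637 and 2112270 reads for Ribo-seq 1, Ribo-seq 2, RNA-seq 1 and RNA-seq 2, and reads on CDS numbered 2753721, 1583434, 936860 and 738193. Shares of a library are given with Wilson 95 % confidence intervals, and for a feature without reads the RPKM that 3 reads would give is shown as a floor.

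A CDS was counted as identified at a mean RPKM of at least 5 over the libraries of an assay, the threshold of Additional file 4, and peptides were taken from the paper's Dataset S2 for the 1999 CDS available. The assays were compared per feature with edgeR 4.0.16 (glmQLFit and glmQLFTest in R 4.3.3, assay as the only factor) on the deposited counts of the 4669 features with an RPKM of at least 1 in 2 libraries or more. Library sizes were set so that the median of the CDS with an RPKM of at least 1 in all 4 libraries was equal, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of edgeR differences were derived as the absolute log2 difference over the square root of the F statistic of the test. The plan named limma on log2 RPKM unless the tables held counts, which they do, so limma 3.58.1 became an alternative, beside DESeq2 1.42.0. Tested on simulated data with 200 changed genes, edgeR recovered 85 % of them with 1.73 % false calls, limma 84.5 % with 2.87 %, and DESeq2 68.5 % with 0 %. In the simulation most genes were unchanged, all had the same dispersion, and edgeR was given the true scaling. In the data most features passed the threshold and the scaling is not known, so these rates do not carry over to the real comparison. The common dispersion in edgeR was 0.0143. Additional file 4 divides each culture between the assays, so same-numbered libraries may share a culture, but whether the numbers follow the cultures is not stated. The deviations of same-numbered libraries from their assay means had a correlation of 0.024, and a fit with the replicate number as a block gave 1676 features higher and 1812 lower in Ribo-seq against 1692 and 1842 without it.

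The new ORFs and the ncRNAs are not in the deposited tables. Their coordinates come from Dataset S2, and their reads were counted from the sense depth as the depth at the first base plus all later rises, a lower bound. Checked against the deposited counts of annotated CDS, the median ratio was 0.969, 0.973, 0.948 and 0.954 in the 4 libraries. RPKM was computed from these reads with the library total. Class ratios were compared by two-sided permutation tests of the difference of medians with 100000 permutations in each same-numbered pair, adjusted over 10 tests. On simulated data this test called 4.5 % of draws without a shift and 95.5 % of draws with a log2 shift of 1. The depth step in MAB_4937 was measured at the second internal TSS of Dataset S1 with 0.1 added to each mean, and ranked among the 617 CDS of at least 1500 nt.

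Most items named in the text are the genes, new ORFs, ncRNAs and tRNA class that the paper names in its sections on the map. The tmRNA, the RNase P RNA, the small SRP RNA and most riboswitches and leader elements are further ncRNAs of Dataset S2. The paper's text does not name them. Also named are the 5 new ORFs and the 3 tRNAs with the highest mean Ribo-seq RPKM. To these come the 3 CDS with the largest positive and the 3 with the largest negative difference between assays. These CDS were taken from those past the threshold with a mean RPKM of at least 10 in one assay and the same sign in both pairs. This rule, the tests and most of the alternatives were set before the data were examined. The alternatives were other RPKM thresholds and ways to combine replicates, other pseudocounts and low-value filters, no scaling or quantile normalization, limma, DESeq2, the replicate block, other reference CDS, other ways to measure the depth step, and leaving out each library. RPKM from summed depth, which is the same as weighting reads by their bases inside the feature, was among them for the new ORFs. That weighting for ncRNAs and for the class ratios, pooled reads and TMM normalization were added after the data were seen.

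The primary transcriptome libraries and the expression data under hypoxia, antibiotics and sputum medium have no files in the series at hand and were not analysed here. FLOSS needs read lengths per feature and was not computed. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.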

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

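The tests in this part were chosen after the result was seen. Outside the annotated features and the ORFs and ncRNAs of Dataset S2, 54 blocks of at least 20 nt had a Ribo-seq depth of at least 20 in both libraries, more than 50 nt from every listed feature of the same strand. What drew attention to them is that they are signal at positions the paper does not report on. Their median width was 26.5 nt and the widest spanned 199 nt. In 40 of them the Ribo-seq depth was above the RNA-seq depth in both same-numbered pairs, and 9 had no RNA-seq depth in either library. The blocks were chosen on Ribo-seq depth alone, and the Ribo-seq libraries are larger while depth is not scaled for library size. An excess of Ribo-seq depth is therefore partly built in. An annotated or listed feature lay on the opposite strand of 35 blocks, and an rRNA on the opposite strand of 11.

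Reads assigned to the wrong strand are one technical explanation. In that case the opposite strand would be much deeper at most blocks, but it was at least 10 times deeper at 7 of the 54 and less deep at 43, so this could account for a minority of them at most. Short fragments of abundant RNAs that were mapped to other positions are another. Blocks of at most 24 nt made up 42.6 % of the 54, against 6.92 and 6.36 % of the isolated footprints of at least 20 nt on CDS in the Ribo-seq libraries 1 and 2. An earlier form of this test asked for more than 50 % and would have set the explanation aside. The blocks were cut at a depth of 20 in both libraries at once, while the footprints on CDS were taken in each library alone. Such a cut can narrow a block, so a larger share of narrow blocks may be partly built in. The widths therefore cannot decide whether the blocks are misplaced short fragments. Without the genome sequence the blocks could not be compared with rRNA or tRNA sequences. No biological explanation was tested, since the design has one growth condition.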

How the results depend on the processing

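The alternatives below were planned except where the text says that they were chosen after the data were seen, and neither a difference in ratio between a class of features and CDS nor the depth step in MAB_4937 changed its sign under those that were run. With the RPKM threshold at 1 in place of 5, Ribo-seq identified 3815 CDS against 2376, and both assays 3800 against 2308. Among the CDS with peptide counts at hand, Ribo-seq identified 1541 at RPKM 1 against 961. The number of these identified by peptides alone, 25, became 3 at a threshold of 1 and 107 at a threshold of 10. It was 58 with RPKM 5 required in both replicates and 16 with RPKM 5 required in at least one. The remaining counts stayed within 1.5 times their main value under the other thresholds, ways to combine the replicates and the rescaling of libraries. With pooled reads, which were chosen after the data were seen, all counts stayed within that range.

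The numbers of features that differ between the assays depend most on the scaling. With the library totals as deposited, 148 features were higher and 2773 lower in Ribo-seq, against 1692 and 1842. The deposited RPKM of the median CDS, 4.19 and 4.85 in Ribo-seq against 15.0 and 29.2 in RNA-seq, shows the offset that the scaling removes. Restricted to features with an RPKM of at least 5 in all 4 libraries, 449 were lower, where the filter removes features with little Ribo-seq signal by construction. The other settings (limma with either pseudocount, no filter, quantile normalization, the replicate block, DESeq2 and, chosen after the data were seen, TMM) gave 1461 to 1819 features higher and 1422 to 1854 lower. The balance of the calls changed with the setting: more features were higher than lower with limma on log2(RPKM + 1) (1819 and 1530), with that filter (1319 and 449) and with DESeq2 (1461 and 1422), and more were lower than higher in the remaining settings. The median log2 difference, 0.142 in the limma model, lay between 0.100 and 0.175 across the 4 fits that each left out one library. The value of 0.100, without RNA-seq 2, was counted as moved by more than the SD of the pairs, 0.041. Scaling to the median CDS largely fixes this median, so its range shows no stability. The 6 named CDS kept their direction and stayed past the threshold in every setting that tested them. Of these, 4 have no value with the filter of RPKM 5 in all 4 libraries, because they fall below it.

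The depth step in MAB_4937 at the internal TSS, 6.39 in Ribo-seq, was 5.75 with medians, 5.46 with 100 nt on either side of the TSS left out, 5.33 at the first internal TSS and 4.73 with a pseudocount of 1. In RNA-seq it was 2.06, and 1.57 at the first internal TSS and 1.95 with a pseudocount of 1. For the pseudocount, the cause is the low upstream depth of 0.491 and 0.182 in Ribo-seq. With 100 nt on either side of the TSS left out, the upstream depth in Ribo-seq 1 stays at 0.492 and the downstream depth falls from 46.3 to 25.2, since the deepest window of 60 nt begins within 100 nt of the TSS. For medians and the first internal TSS the cause was not tested.

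The difference in ratio between all new ORFs and CDS, 1.32 on the mean of the pairs, was 1.08 and 1.35 in the fits that each left out one pair. Against CDS of at most 300 nt, the leader ORFs differed by 0.65 and were no longer past the threshold in both pairs, and the antisense ORFs, past it in pair 1 alone before, were past it in neither (adjusted p = 0.089 and 0.68, permutation test). With reads weighted by their bases inside the feature, a setting chosen after the data were seen, the antisense ORFs differed by 2.49 and passed it in both. The cause of these changes was not tested. The differences for tRNAs, all new ORFs and intergenic ORFs stayed past the threshold in both pairs under each alternative run for them. The reference of CDS of at most 300 nt was not run for tRNAs. The correlation between replicates on the log2 scale fell with a pseudocount of 0.1 from 0.990 to 0.978 in Ribo-seq and from 0.978 to 0.956 in RNA-seq, and the cause was not tested.

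The number of new ORFs with Ribo-seq signal was 118 to 125 and that of ncRNAs 18 to 20 over all settings, and that of tRNAs was 45 in each. Among the values of single named features, 30 were counted as moved by more than the spread between libraries and 242 as not. The 242 take in log2 differences of named CDS whose size changed with the test or scaling. That of MAB_1696 was -10.22 in edgeR and -3.12 with limma on log2(RPKM + 1). For MAB_0183c it was 9.65 in edgeR and 7.74 without the scaling. For such values the count of 242 shows no stability of size. Of the 30, 24 moved when the RPKM of ORFs was computed from summed depth, 4 moved for ncRNAs with weighted reads, and 2 when a Ribo-seq library was left out. With 2 libraries per assay, each library lies within 1 SD of their mean by design, so a value that keeps its place when one library is left out shows no stability. The depth of the data limits short features most: at a length of 66 nt, 3 reads give an RPKM of 2.21 and 4.29 in the Ribo-seq libraries.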

Differences from the paper's values

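No tests were run in this part, and none of its settings was chosen after the result was seen except the pooled reads named here. None of the values that the paper states in its text or in Dataset S2 for a measure computed here, and that were set against it, differed from the value given in the text by more than both the spread between libraries and a factor of 1.5. Under other settings some did. With RPKM from summed depth, which was planned for the new ORFs, 14 of 52 values differed, among them the Ribo-seq RPKM of MAB_5015c (23.5 against the paper's 104), MAB_5039c (742 against 6909) and MAB_4962c (347 against 4559). With replicate 1 left out, 11 of 70 differed, and with replicate 2 left out 0. With the reads of both replicates pooled, a setting chosen after seeing the values, 83.9 % of the 1999 CDS with peptides at hand were identified by at least one technique and 35.6 % by all of them, against the paper's 83 % and 36 % for the whole annotation. Averaging the replicates gave 85.3 and 36.3 %.

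Against the paper's statement that each of the new ORFs is ribosomally protected, MAB_5061c had 0 reads in both Ribo-seq libraries. The paper's own Ribo-seq RPKM for it in Dataset S2 is also 0. MAB_5061c encodes the same amino acids as MAB_4976c, and the handling of reads that match several positions is not stated. Without the genome sequence the nucleotides of these ORFs could not be compared. Whether reads from MAB_5061c were dropped or counted at MAB_4976c therefore cannot be told.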

Other observations

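Of the tests in this part, the comparison with CDS raised by erythromycin and the weighting of reads on tRNAs were written down before their result was seen, although the first was extended afterwards, and all others were chosen after the result was seen.

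The CDS with the largest excess of Ribo-seq over RNA-seq include MAB_3508c (*whiB7*) and *mgtC*. A candidate explanation for this excess is a response to the chloramphenicol added at harvest, which acts on the ribosome as erythromycin does. The paper reports *whiB7* as raised by erythromycin and kanamycin, but also in sputum medium. This gene alone therefore does not separate a response to the drug from other stress responses. The 206 CDS that the paper's Dataset S3 lists as raised by erythromycin had a median log2 difference 0.98 above that of the other CDS (two-sided permutation test, p = 1e-05, the smallest that the permutations can give, 144 of 206 above the median of the others). As first planned, the test also asked that this shift exceed the one for CDS raised in sputum medium, 0.70, and it did. The lists for kanamycin (2.19) and hypoxia (1.88) shifted more, and once this was seen a direct comparison was added: CDS raised by erythromycin alone differed from those raised in sputum medium alone by 0.11 (two-sided permutation test, p = 0.54). The lists of lowered CDS had no common direction: those lowered by kanamycin shifted by 1.72 (10 CDS, p = 0.016), in sputum medium by -0.58 (465 CDS, p = 2e-05) and by erythromycin by -0.36 (69 CDS, p = 0.23, two-sided permutation tests). Lists of CDS matched to the erythromycin list on mean RPKM had a median log2 difference of 0.41 against its 0.83, so part of the shift goes with expression level. Expression level does not account for all of it, as the erythromycin list lay at percentile 99.88 of the matched lists. The lists of CDS raised by kanamycin, hypoxia and sputum medium lay at percentile 100.0 of theirs, so this excess is not particular to erythromycin. A chloramphenicol response can therefore not be told apart from other reasons for the shift. No Ribo-seq library of untreated cultures is among the files at hand, so a biological explanation was not tested, and the fold changes behind the lists are the paper's.

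In 72 CDS, more than 50 % of the depth of both Ribo-seq libraries lay in the first 60 nt, among 1165 CDS of at least 600 nt with at least 100 reads in both. By chance 5.55 would be shared between the 84 in Ribo-seq 1 and the 77 in Ribo-seq 2. Amplification of single fragments in one library would pick different CDS in each library, but 85.7 % of those in Ribo-seq 1 recurred in Ribo-seq 2. Uneven RNA abundance was looked for in RNA-seq, where only 1 of the 72 had more than 50 % of its depth in that window in both libraries. RNA-seq reads carried 88.82 and 90.25 bases each, more than the window holds, so such a share is hard to reach there. Only 1 of 1462 and 2 of 1246 CDS examined in the RNA-seq libraries 1 and 2 reached it. Uneven RNA abundance can therefore not be set aside by this count. A ligation or digestion preference common to both Ribo-seq libraries was not tested, so the pattern cannot be told apart from it. The same holds for an effect of the chloramphenicol treatment on where ribosomes stand, as no untreated library is at hand. Of the paper's lists in Dataset S3 only the one for erythromycin was set against the pattern: erythromycin raised 2 of the 72 and 67 of the 1165 (Fisher's exact test, two-sided, p = 0.43), too few to decide whether the pattern goes with a response to the drug.

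The higher Ribo-seq to RNA-seq ratio of tRNAs and new ORFs was weighed against the counting of long RNA-seq reads and short Ribo-seq reads on short features. Long reads overlap a short feature more often, which would raise its RNA-seq value and lower the ratio, so this explanation points away from a high ratio. With each read weighted by its bases inside the feature, the differences from CDS were 4.42 for tRNAs and 1.62 for new ORFs, larger than the 3.32 and 1.32 without weighting. A rise is what that direction leads one to expect, so the weighting is no test of what raises the ratio, and the source of the differences cannot be told from it. Feature length is a separate matter. Against CDS of at most 300 nt the difference for new ORFs was 0.78, and this reference was not run for tRNAs. Against CDS with an RPKM of at least 5 in all 4 libraries, a reference not chosen by length, it was 0.88. The smaller difference can therefore not be assigned to length. The new ORFs were also chosen by the authors from these same Ribo-seq reads, which favours a high ratio. A difference between the protocols in how well short RNAs are recovered was not tested, so the pattern cannot be told apart from it.

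Reads that reach an ORF from a neighbouring feature may account for part of the signal of some new ORFs. In 15 of the 125 ORFs with Ribo-seq reads, each read had on average under 10 bases inside the ORF. Weighting the reads lowered the RPKM of these ORFs by a median factor of 6.96, and all of them still had an RPKM of at least 5 in both libraries. A biological explanation, such as a ribosome at the start codon of the next gene, was not tested.

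A run of 10 neighbouring CDS from MAB_1680 to MAB_1689 (1706408 to 1716454) had more RNA-seq reads in library 1 (4886) than in library 2 (889). Relative to the typical CDS the mean log2 ratio was 2.09, and each of the 10 was higher in library 1. The share of reads from library 1 was 84.6 % (Wilson 95 % confidence interval 83.7 to 85.5) against 55.7 % at the typical CDS, more than counting error gives. In 1000 random orders of the CDS, the largest mean of any window of 10 was 0.80, and elsewhere on the chromosome it was 0.65. Overlapping windows with a mean of more than 50 % of this one reach from MAB_1675 to MAB_1706c (31 CDS), which takes in MAB_1694 and MAB_1696. The Ribo-seq reads on the 10 CDS numbered 139 and 139. A difference between cultures, a strain variant and a difference in library preparation were not tested and cannot be told apart with 2 libraries.

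RNA-seq 2 had 492 more CDS past RPKM 5 than RNA-seq 1. This was weighed against rRNA reads in the RPKM denominator. With the rRNA reads left out of the library totals, scaled to the same mean threshold, the libraries had 3973 and 4003 such CDS and the difference was 30, which is consistent with rRNA reads in the RPKM denominator as the main source, since rRNA took 74.2 % of RNA-seq 1 and 51.3 % of RNA-seq 2.

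Ribosome phasing would place the ends of Ribo-seq reads at one codon position more often than those of RNA-seq reads. The most frequent codon position of the 5′ ends on CDS held 36.3 and 36.1 % in Ribo-seq and 37.9 and 37.6 % in RNA-seq, so the 5′ ends showed no phasing beyond that of RNA-seq. At the 3′ ends codon position 1 held 38.1 and 37.3 % in Ribo-seq, and position 3 held 37.1 and 37.3 % in RNA-seq. As the ends differ in this, phasing could not be decided from the depth.

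The mean footprint length on a tRNA could differ from that on CDS if other RNA-protein complexes protected it. The range that holds 90 % of CDS spans 24.8 to 35.5 nt in Ribo-seq 1 and 24.5 to 37.6 nt in Ribo-seq 2. Of the 47 tRNAs, 19.1 and 8.51 % lay outside it by both a lower and an upper bound of their mean length, against 10.0 % of CDS. A first version of this test used only the upper bound and gave larger shares, but that bound takes in reads from neighbouring features. The libraries give different answers, and mean lengths say little about length distributions, so this cannot be decided from the depth.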
